# An H2A histone isotype regulates estrogen receptor target genes by mediating enhancer-promoter-3′-UTR interactions in breast cancer cells

**DOI:** 10.1093/nar/gkt1341

**Published:** 2013-12-25

**Authors:** Chia-Hsin Su, Tsai-Yu Tzeng, Ching Cheng, Ming-Ta Hsu

## Abstract

A replication-dependent histone H2A isotype, H2ac, is upregulated in MCF-7 cells and in estrogen receptor-positive clinical breast cancer tissues. Cellular depletion of this H2A isotype leads to defective estrogen signaling, loss of cell proliferation and cell cycle arrest at G0/G1 phase. H2ac mediates regulation of estrogen receptor target genes, particularly *BCL2* and *c-MYC*, by recruiting estrogen receptor alpha through its HAR domain and facilitating the formation of a chromatin loop between the promoter, enhancer and 3′-untranslated region of the respective genes. These findings reveal a new role for histone isotypes in the regulation of gene expression in cancer cells, and suggest that these molecules may be targeted for anti-cancer drug discovery.

## INTRODUCTION

Eukaryotic DNA is packaged into chromatin through association with histones (1). The basic chromatin unit, the nucleosome core particle, consists of 146-base pair units wrapped around a histone octamer composed of two molecules of each of the core histone proteins, H2A, H2B, H3 and H4 (2). In addition, the linker histone, H1, associates with linker DNA that is present between the nucleosomes, and produces a higher-order structure that stabilizes the 30-nm chromatin fiber (3).

The variants and modifications of the histones give rise to a complex and diverse chromatin structure that is necessary for proper nuclear function and epigenetic inheritance. Accordingly, in the recent years, N-terminal tail-modifications of histones, including methylation, acetylation and phosphorylation, have been extensively studied. These modifications regulate cell proliferation, growth and differentiation by altering chromatin structure and gene activity (4–6). Histones are a family of sequence variants encoded by distinct genes. Histone variants can be divided in two groups based on their characteristic modes of expression. The largest group, replication-dependent histones, is cell cycle regulated, and their expression is replication-dependent. The second group, replacement variants, exhibits replication-independent expression throughout the cell cycle. These different histone variants contribute to the creation of distinct or unique nucleosomal architectures. Through the resulting heterogeneity in nucleosomal architecture, a wide range of nuclear functions are regulated. Special replication-independent histones, such as H1.2, regulate global nucleosome spacing and control the expression of cell cycle genes, whereas macroH2A, which is associated with inactive X chromosome, is involved in the regulation of gene expression programs during cellular differentiation and embryonic development. H2A.Z has been implicated in the transcriptional regulation and gene silencing that involves modulation of the nucleosome array (7–11).

Sixteen replication-dependent histone H2A genes have been identified in the human genome (12). These genes are distributed across at least three clusters, with 12 located in the *Hist1* cluster on chromosome 6, 3 in the *Hist2* cluster and 1 in *Hist3* cluster on chromosome 1 (12). These replication-dependent histone H2A isotypes differ in their coding sequences, but are similar in their amino acid sequences. Interestingly, HIST1H2AC and HIST1H2AA differ from other canonical H2A histones in the *Hist1* cluster by an amino acid substitution at position 16—a change from threonine to serine. Previously, we noticed overexpression of *Hist1H2AC* and absence of *Hist1H2AA* in MCF-7 cells in comparison with non-tumorigenic MCF-10F cells (13). Here, we show that the H2A subtype, HIST1H2AC (abbreviated as H2ac from this point onward), which contains an HAR domain, is specifically expressed in estrogen receptor-positive (ER+) breast cancer tissues, but not in estrogen receptor-negative (ER−) and normal tissues. To examine the role of this H2ac in breast tumorigenesis, we analyzed the regulation of estrogen receptor (ER) target genes following knockdown of this gene and overexpression of its HAR domain mutants in MCF-7 cells. Our results showed that H2ac acts as a master regulator of estrogen receptor alpha (ERα)-dependent gene expression. This process occurred by recruiting activator ERα and mediating an interaction between the promoter, enhancer and 3′-untranslated region (3′-UTR) of the respective genes. The upregulation of oncogenes by H2ac through the recruitment of an activator is a new mechanism of tumorigenesis, and may be targeted for disease intervention.

## MATERIALS AND METHODS

### Cell culture and transfection

MCF-7 cells were grown in RPMI 1640 medium supplemented with 10% fetal bovine serum (FBS). MCF-10F and MCF-10A cells were cultured in a 1:1 mixture of Dulbecco's modified Eagle's medium and F12 media containing 20 ng/ml epidermal growth factor, 100 ng/ml cholera toxin, 0.01 mg/ml insulin, 500 ng/ml hydrocortisone and 5% horse serum (Sigma). For experiments involving E2 treatment, MCF-7 cells were grown in RPMI 1640 medium without phenol red (Gibco), supplemented with 5% charcoal-dextran–treated FBS for at least 3 days. 17β-Estradiol, tamoxifen (TAM) and ICI 182780 (Sigma) were used at concentrations of 10, 1 and 100 nM, respectively, unless otherwise stated. Cells were transfected using LipofectAMINETM RNAiMAX (for siRNA) or Lipofectamine® LTX with Plus™ Reagent (Invitrogen) according to manufacturer’s instructions.

### Flow cytometry

For flow cytometry, cells were harvested by trypsinization, centrifuged and resuspended in phosphate buffered saline (PBS). This was followed by fixation by adding 90% methanol maintained at −20°C. The fixed cells were washed with PBS, resuspended in 4 mM sodium citrate containing 30 U/ml RNAase A, 0.1% Triton X-100 and 50 μg/ml propidium iodide, and incubated for 10 min at 37°C. Cells were analyzed using a FACScan flow cytometry system.

### siRNA knockdown and real-time quantitative polymerase chain reaction analysis

For *H2ac*, and *LSD1* gene knockdown, MCF-7 cells were transfected with *H2ac* siRNA duplex (a mixture of equimolar concentrations of 5′-CUGCUAGGCCGGGUGACCA-3′ and 5′-UGGUCACCCGGCCUAGCAG-3′), *or LSD1* siRNA duplex (a mixture of equal molar concentrations of 5′-CAAUUAGAAGCACCUUAUA-3′ and 5′- UAUAAGGUGCUUCUAAUUG-3′) using LipofectAMINETM RNAiMAX (Invitrogen). The siRNAs were designed by Sigma-Aldrich. Quantitative polymerase chain reaction (qPCR) was performed using SYBR Green dye as a probe on a Roche Applied Science LightCycler® 2.0 Real-Time PCR System. All reactions were performed in triplicate, using SYBR Green Master Mix (Sigma) and 20 M each of forward and reverse primers according to the manufacturer’s recommended thermocycling conditions. The calculated quantity of the target gene was divided by the average sample quantity of the appropriate housekeeping genes, either RPS13 or 18s rRNA, to obtain the relative levels of gene expression. Primer sequences are described in Supplementary Table S1, presented as part of the Supplemental Material.

### Oncomine analyses

We obtained H2 expression data for clinical breast cancer samples from the TCGA Web site (http://tcga-data.nci.nih.gov/). These expression data were gathered on two individual microarray platforms, including TCGA Breast and Perou Breast. Statistical analysis of the differences in H2ac expression between these tissues was performed using Oncomine algorithms, which allowed multiple comparisons between various studies (14,15).

### Immunohistochemistry

Immunohistochemical staining of H2ac protein was performed using breast tissue array, BR1503b (US Biomax). Tissue sections were deparaffinized, rehydrated, soaked in antigen retrieval buffer (pH 9.0, Dako) and heated in a microwave oven for 10 min twice under defrosting conditions. The sections were then washed with PBS, and the endogenous peroxidase activity was quenched by applying 3% hydrogen peroxide for 5 min. This was followed by incubating with magic blocking reagent [1% Cold Water Fish Skin Gelatin (EMS) and 5% bovine serum albumin in PBS] for 1 h at room temperature. Subsequently, the sections were washed once with PBS for 10 min and incubated with H2AC antibody (SAB1303096, Sigma) at 4°C for 16–18 h. Following three washes with PBS for 10 min each, tissue sections were incubated with biotinylated secondary antibody for 1 h at room temperature. VECTASTAIN R Elite ABC kit (vector laboratory) and NovaRed TM HRP substrate kit (Vector Laboratory) were used for detection. The sections were counterstained with hematoxylin for 30 s, dehydrated, cleared in xylene and mounted.

### RNA extraction and Affymetrix microarray analysis

Total RNA was extracted using an RNeasy® Mini Kit (QIAGEN) following manufacturer’s protocols. Affymetrix microarray analysis was performed using a Human U133 plus 2.0 (Affymetrix) chip. The detailed methods used for RNA quality assessment, sample labeling, hybridization and expression analysis are described in the manual that accompanies the Affymetrix Microarray Kit.

### Microarray data

All Affymetrix data were MIAME compliant, and the raw data have been deposited in a MIAME compliant database, GEO. The microarray data set has been deposited at the NCBI GEO Web site (GEO accession number GSE39786).

### Immunoprecipitation

HEK-293T cells were transiently transfected by the liposome method, and whole cell extracts were prepared 36–48 h after transfection. The extracts were incubated with anti-HA agarose (Sigma) at 4°C for 2–4 h. Immunoprecipitated proteins were resolved by 12% sodium dodecyl sulphate-polyacrylamide gel electrophoresis (SDS-PAGE), transferred onto PVDF membranes and probed using various antibodies.

### *In vitro* pull-down assay

Flag- and HA-tagged proteins were created using an EasyXpress Protein Synthesis kit (QIAGEN) according to the manufacturer’s protocol. Briefly, *in vitro*-translated proteins were incubated with 10 ml of EZviewTM anti-HA affinity gel (Sigma, St. Louis, MO, USA) overnight at 4°C. The beads were retrieved and washed five times in 500 µl of PBS containing 0.5% NP-40 and boiled in 20 ul 2× sample buffer (250 mM Tris–HCL, 8% SDS, 40% glycerol, 0.04% bromophenol blue and 400 mM dithiothreitol); the proteins pulled down were analyzed by immunoblotting.

### Chromatin immunoprecipitation (ChIP) and Re-ChIP assays

The chromatin immunoprecipitation (ChIP) assays were performed according to the manufacturer’s protocol (Upstate Biotechnology, Inc., Lake Placid, NY, USA), with the exception of the conditions for sonication that were changed to five times for 30 s each at 10% output. The antibodies used for the immunoprecipitations were anti-ERα (HC-20X) (Santa Cruz Biotechnology, Inc), anti-hist1H2AC (Novus Biologicals), anti-LSD1 (ab17721, Abcam), anti-p300 CT (05-257) (Millipore), anti-RNA Pol α (05-623B) (Millipore) and anti-H3K9me2 (07-212) (Millipore). Nonspecific rabbit polyclonal antibodies were used as a negative control. After reversing the protein–DNA cross-linking of the immunoprecipitated complexes, DNA was extracted for real-time qPCR analysis. The primer sets used for the qPCR experiments are listed in Supplementary Table S2, presented as part of the Supplementary Material. For the Re-ChIP experiments, the complexes were eluted by incubating in 25 μl of 10 mM DTT for 30 min at 37°C. After centrifugation, the supernatant was diluted 20 times with Re-ChIP buffer and once again subjected to the ChIP procedure. Cross-linking was reversed by an overnight incubation at 65°C.

### 3C and ChIP-3C assays

We performed 3C assays (16) with some modifications. MCF-7 cells were fixed by incubating with 2% formaldehyde for 10 min at room temperature and quenched with 0.125 M glycine. After centrifugation for 15 min at 3500 rpm, the cells were suspended in lysis buffer (10 mM Tris–HCl, pH 8.0, 10 mM NaCl, 0.2% Nonidet P-40 and 1:500 complete protease inhibitor cocktail; Roche) for 90 min on ice. Following this, the nuclei were pelleted by centrifugation for 15 min at 2500 rpm, resuspended in 500 μl of 1× NEB buffer 4 containing 0.3% SDS and incubated at 37°C for 1 h. After adding Triton X-100 to a final concentration of 1.8% to sequester the SDS, the mixture was incubated at 37°C for 1 h. Following this, 800 U of BglII or NsiI was added, and the mixture was incubated at 37°C overnight to digest chromatin. The reaction was terminated by adding SDS to a final volume of 1.6%, and the mixture was heated to 65°C for 20 min. Ligation of DNA was carried out *in situ* for 4 h at 16°C using 0.5–2.0 ng/μl of chromatin in 800 μl of ligation buffer (NEB) containing 1% Triton X-100, and 30 Weiss Units of T4 ligase (NEB). After reversing the cross-linking by digesting with proteinase K at 65°C overnight, the DNA was purified by phenol-chloroform extraction followed by ethanol precipitation. The products of ligation were analyzed by PCR using primers located near BglII or NsiI cutting sites. The PCR products were gel-purified, cloned and sequenced. The primer sets used for 3C assays are listed in Supplementary Table S3, presented as part of the Supplementary Material.

The 3C/ChIP-loop assays were performed as described previously (17) with minor modifications. Briefly, immunoprecipitated chromatin was obtained as described earlier. Chromatin bound to the Dynabeads was digested with *Bgl*II or *Nsi*I, ligated with T4 DNA ligase (Promega), eluted and the cross-linking reversed. After purification, the ChIP-3C fragments were analyzed to detect short-range interactions using a set of primers targeting the ERα binding region and 3′-UTR site.

### Statistical analysis

All experiments were repeated two to five times, and the data were expressed as average ± SD. Statistical analysis of the data was conducted by pairwise Student's *t*-test. Differences were considered statistically significant (*) if *P* ≤ 0.05, and statistically very significant (**) if *P* ≤ 0.01.

## RESULTS

### H2ac is overexpressed in MCF-7 cells and is associated with ER+ breast cancer

During our investigation of the epigenetic regulation of gene expression in MCF-7 cells, we noticed that an H2A histone isotype, H2ac, was overexpressed in MCF-7 cells compared with non-tumorigenic MCF-10F cells (13). Subsequently, we performed real-time qPCR and immunoblotting to confirm the results of microarray analysis (Figure 1A). Our results confirmed that, at the protein level, H2ac is overexpressed in MCF-7 cells compared with MCF-10F and MCF-10A cells (Figure 1B). Analysis of H2ac mRNA expression also showed that this gene is highly upregulated in tumors (Supplementary Figure S1). Because MCF-7 cells are ERα+ breast cancer cells, we examined whether H2ac is overexpressed in ER+ breast cancers. We first performed Oncomine bioinformatic analyses of TCGA data sets (https://tcga-data.nci. nih.gov/) and found that *H2ac* mRNA expression was more closely associated with ER+ clinical breast cancer samples than with ER− samples (Figure 1C); (P = 8.68E-7 and 9.14E-3). To further examine the correlation between H2ac and ER expression in human ER+ breast cancer, we performed immunohistochemistry (IHC) on a tissue microarray panel (TMA) that included 122 breast cancer cases (34 ER+ breast carcinoma, 82 ER− breast carcinoma and 6 ER− cancer-adjacent normal breast tissues]. As shown in Figure 1D, H2ac protein was abundantly expressed in the analyzed ER+ breast cancer samples (85% of the cases, *P* < 0.001), whereas H2ac was observed in 24% of ER− breast cancer samples (*P* < 0.001) and 0% of ER− cancer-adjacent normal breast tissues. These results indicated that H2ac expression is associated with breast cancer, and particularly with ER+ breast cancer.

**Figure 1.**
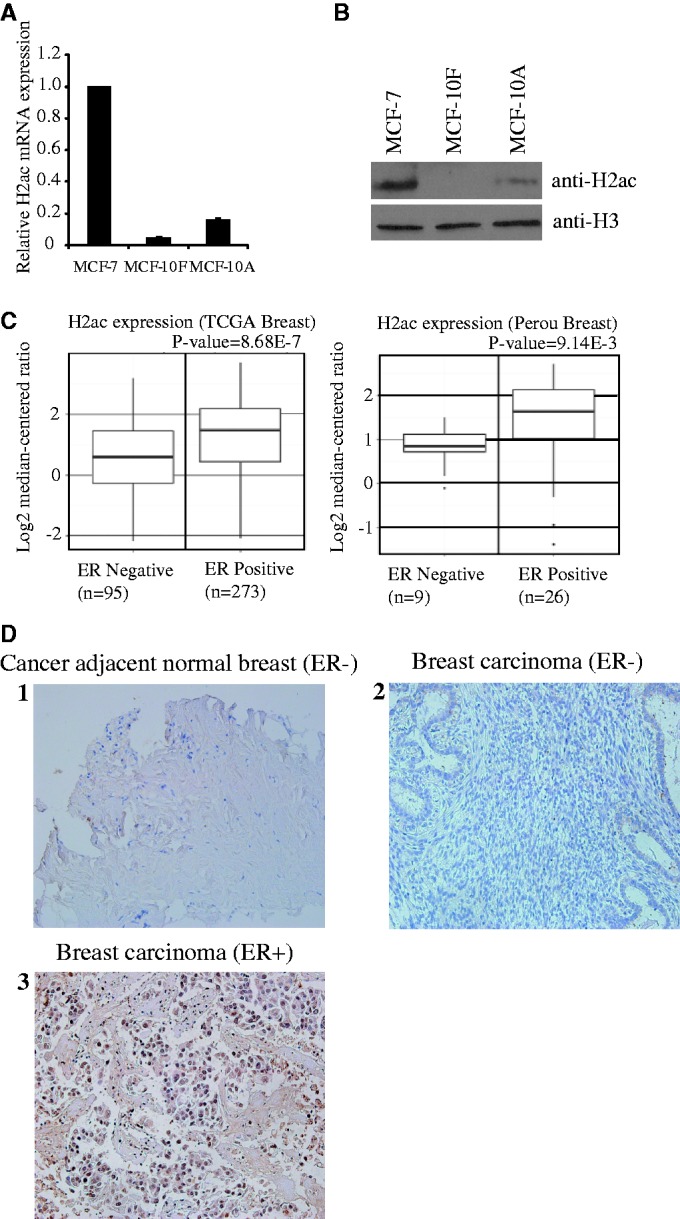
H2ac is overexpressed in MCF-7 cells and is associated with estrogen-receptor positive breast carcinoma. (**A**) mRNA expression levels of *H2ac* were determined by quantitative RT-PCR and normalized against 18s rRNA. (**B**) Western blotting of histone extracts prepared from MCF-7, MCF-10F and MCF-10A cells using the antibodies shown in the right panel. (**C**) Increased expression of H2ac mRNA in ER+ breast carcinomas from two independent data sets for human breast cancers. Data and statistics were obtained from the Oncomine database (14,15). (**D**) IHC analysis show H2ac protein expression in carcinoma samples of ER+ breast cancer patients. IHC was used to examine H2ac expression in TMAs and compare it with that of human ER− adjacent normal breast tissues, human malignant ER− breast cancer tissues and human malignant ER+ breast cancer tissues. Counterstaining used hematoxylin. Representatives of normal adjacent breast tissue (1), ER− malignant breast tissue (2) and ER+ malignant breast tissue (3) are shown.

### H2ac is required for estrogen-stimulated cell proliferation and cell cycle progression

Because H2ac was overexpressed in ERα+ MCF-7, where estradiol (E2) induces cell proliferation by binding to ERα, we investigated the role of H2ac in E2-dependent cellular proliferation. First, we performed siRNA-mediated knockdown of H2ac and analyzed cell proliferation by counting cell numbers; we also examined cell cycle distribution in E2-stimulated MCF-7 cells by fluorescence-activated cell sorting. To confirm the specific knockdown of H2ac, we analyzed the expression of H2A isotypes in H2ac-depleted MCF-7 cells. Our results showed that other H2A isotypes were not affected by H2ac depletion (Figure 2A). We also confirmed reduced H2ac protein expression in H2ac-knockdown cells by western blotting. Canonical H2A proteins were not affected by H2ac depletion in these cells (Supplementary Figure S2).

**Figure 2.**
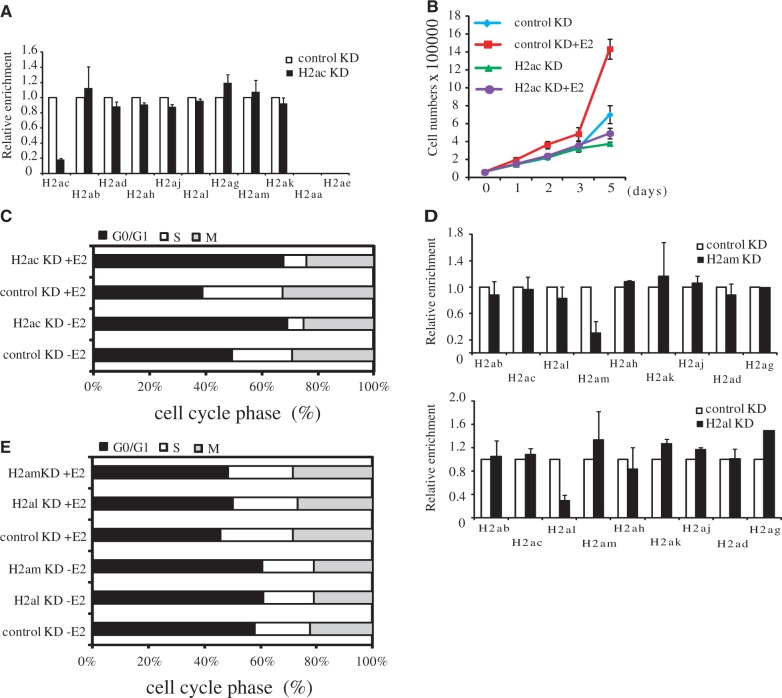
The effect of H2ac knockdown on cell proliferation and the cell cycle in E2-induced MCF-7 cells. (**A**) Expression of H2A isotypes was determined by RT-qPCR in H2ac-depleted MCF-7 cells and normalized against 18s rRNA. (**B**) Cell proliferation assays of depleted-H2ac MCF7 cells were performed using control siRNA or siH2ac in the absence (−E2) or presence (+E2) of estradiol. (**C**) Cell cycle profile analysis using propidium iodide (PI) staining and flow cytometry of MCF7 cells treated with control siRNA and siH2ac in the presence of either vehicle (−E2) or estradiol (+E2) for 24 h. (**D**) Expression of H2A isotypes was determined by RT-qPCR in H2al or H2am-depleted MCF-7 cells and normalized against 18s rRNA. (**E**) Cell cycle profile analysis using propidium iodide (PI) staining and flow cytometry of MCF7 cells treated with control siRNA, siH2al and siH2am in the presence of either vehicle (−E2) or estradiol (+E2) for 24 h.

We found that H2ac knockdown had an impact on the E2-stimulated proliferation MCF-7 cells. Depletion of H2ac reduced the rates of E2-stimulated MCF-7 cell proliferation to a level comparable with that observed in the absence of E2 (Figure 2B). Consistent with this observation, flow cytometric analysis showed that knockdown of H2ac resulted in cell cycle arrest at the G1 phase in E2-stimulated MCF-7 cells (Figure 2C). To confirm that the specific depletion of H2ac led to cell cycle arrest, we transfected MCF-7 cells with siRNAs targeting either H2al or H2am, and performed flow cytometric analysis of the E2-stimulated transfected cells. The specificity of the H2al and H2am knockdowns were confirmed by real-time qPCR (Figure 2D). As shown in Figure 2E, neither the knockdown of H2al nor the depletion of H2am had an effect on cell cycle progression. These findings suggested that the specific depletion of H2ac led to loss of E2-stimulated cell proliferation and cell cycle progression.

### H2ac is required for the induction of estrogen-stimulated genes

To elucidate the effect of H2ac knockdown on the expression of genes regulating cell proliferation and the cell cycle in E2-stimulated MCF-7 cells, we performed transcriptome analysis using microarray. 

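MCF-7, an ERα-positive human breast cancer line whose growth depends on estrogen, was kept in hormone-stripped medium, given control or H2ac siRNA for 72 h, and cultured for a further 4 h without E2 or with E2 at 10 nM. RNA from each of the 4 conditions, control KD −E2, control KD +E2, H2ac KD −E2 and H2ac KD +E2, was hybridised to 1 Affymetrix array. The siRNA target, H2ac (HIST1H2AC, now named H2AC6), was lower in both H2ac KD arrays. Its probe set read 5768 in control KD −E2 and 4284 in control KD +E2, against 916 in H2ac KD −E2 and 739 in H2ac KD +E2. The log2 fold of H2ac by its siRNA was -2.65 without E2 and -2.54 with E2.
The authors deposited linear signal intensities of 54613 probe sets and 62 control probe sets. The mean intensity, after 2% of the values had been trimmed at each end, was 500.1 on every array, so the arrays had been scaled to the same level. The software and the background correction are not given in the sources used here. Median intensities of the probe sets other than controls lay between 71.6 and 72.7. The methods name a column kit for RNA extraction and the sample records name Trizol. The intensities were put on the log2 scale as deposited. A gene was represented by its probe set with the highest mean signal among the 41097 probe sets paired with 1 gene, which gave 19775 genes. A further 1801 probe sets are paired with several genes and 11721 with none. Genes entered a comparison when the higher of the compared arrays was at or above an intensity of 72.1, the median over all arrays.
The number of arrays limits the precision, and no fold between single arrays has a replicate check or a p-value. The departure of each gene from equal effects of E2 under both siRNAs was used as a scale for chance variation, which any real difference in these effects would enlarge. The SD of a log2 fold was taken from the median absolute deviation of these departures in bins of signal, in which outlying genes count little. By this scale it was 0.65 at mean log2 signals from 6 to 7, 0.28 from 9 to 10 and 0.11 from 14 to 15. The ratio of 3′ to 5′ probe sets, a sign of RNA quality, lay between 1.20 and 1.30 for ACTB and between 1.02 and 1.08 for GAPDH. For STAT1 it was 2.14 and 1.93 in the control KD arrays without and with E2, and 3.14 and 2.84 in the H2ac KD arrays. The 24 poly-A spike-in probe sets, which report bacterial RNA added during labelling, were all higher in H2ac KD, by a median of 1.85-fold both with and without E2.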

We observed that 191 genes were upregulated >2-fold and 1734 genes were downregulated 72 h after H2ac knockdown. 

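In E2-stimulated cells, 801 genes were more than 2-fold higher and 665 more than 2-fold lower in H2ac KD than in control KD, of 13053 genes above the signal filter. Without E2, 903 genes were higher and 939 lower, of 13036. Genes of mitosis, a group fixed beforehand, were lower in H2ac KD. Of 36 G2/M and mitosis genes, 7 were more than 2-fold lower with E2 and none was higher, with a median log2 fold of -0.41. Without E2, 13 of the 36 were lower and none was higher, with a median of -0.59. Both medians lay below all of 10000 random lists of equal size and matched signal. So did their median for E2 over no E2 in control KD, at -0.25, where both arrays had control siRNA and none was past 2-fold. For E2 in H2ac KD their median was -0.10, at the 4.99th percentile. MKI67, the proliferation marker Ki-67, had a log2 fold of -1.38 with E2, TOP2A, the topoisomerase of chromosome segregation, -1.27, and CENPE, a kinetochore motor, -1.80, whereas CCNB1, cyclin B1, was at 0.10. Of 45 G1/S and DNA replication genes, 1 was lower with E2 and none was higher, with a median log2 fold of -0.00071 at the 13.8th percentile of random lists, and without E2 their median was -0.072 at the 4.65th percentile. The lower gene with E2 was TYMS, thymidylate synthase, at -1.04. Of 20 CDK inhibitor and cell cycle exit genes, 1 was lower, with a median of -0.015 at the 28.3th percentile. After quantile normalization the medians with E2 were -0.47 for mitosis genes, -0.10 for G1/S genes and -0.13 for CDK inhibitor genes. Without E2 they were -0.60, -0.15 and 0.18. With the trend of folds with gene length removed, chosen after the data were seen for these lists, the medians with E2 were -0.39 for mitosis genes, still below all random lists, -0.078 for G1/S genes at the 2.6th percentile and -0.12 for CDK inhibitor genes, and 6 mitosis genes were more than 2-fold lower in each medium. Without E2 the G1/S genes were then at -0.18, at the 0.36th percentile.
The contrasts with and without E2 share no array. In both, 209 genes were higher and 234 lower in H2ac KD, against 29.7 and 36.0 for independent lists, over 12296 genes. Past 2-fold in opposite directions were 50 genes. The numbers for independent lists take every gene as equally likely to pass 2-fold, whereas genes of low signal vary more and can pass by chance in both. Genes with a longer genomic span had lower folds by the siRNA. With the trend with gene length removed, 151 of the higher and 132 of the lower genes stayed past 2-fold in both media. The largest folds belonged to genes near background, such as ZNF513, which read 73.8 in control KD +E2 and 2.9 in H2ac KD +E2, and ATP13A5, which read 1.8 and 78.4. Genes with clear signal in both media were therefore named after their values were seen. Lower genes with E2 included RHOBTB3 at a log2 fold of -2.15, PARP14, an ADP-ribosyltransferase, at -2.10, ORC3, a subunit of the origin recognition complex, at -2.03, and KITLG, the ligand of the KIT receptor, at -1.85. ARRDC3, an arrestin family gene, was at -2.29 without E2. Higher genes included SRARP at 2.71, TEX19 at 2.62, CRYM, a thyroid hormone-binding protein, at 2.49, CRAT, carnitine acetyltransferase, at 2.44, and TFF3, a secreted trefoil peptide, at 1.87. The 3′ to 5′ ratio of STAT1 was higher in the same arrays, by 0.56 on the log2 scale in both media.
With an intensity filter at 418.9, the 75th percentile, 163 genes were higher and 237 lower with E2, and 100 and 128 were so in both media, against 4.99 and 10.1 for independent lists. At this filter 0 genes were past 2-fold in opposite directions. Simulated arrays with this chance variation put 1124 of 13151 unchanged genes past 2-fold at the lower filter and 7 of 7836 at the 75th percentile. The number at the lower filter may be too high, since other draws there gave more E2-upregulated genes than were observed. The simulated variation was normal, without outlying values, and held no difference shared by both arrays of an siRNA. Such a difference cancels in the scale used, so the 7 may be too low for contrasts between the siRNAs. Scaling to the poly-A spike-ins, chosen after the data were seen, gave 154 higher and 5229 lower genes with E2, 112 and 6057 without E2, and 20 and 3520 in both media. With E2, 24 of the mitosis genes, 16 of the G1/S genes and 9 of the CDK inhibitor genes were then more than 2-fold lower.

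**Figure D1:**
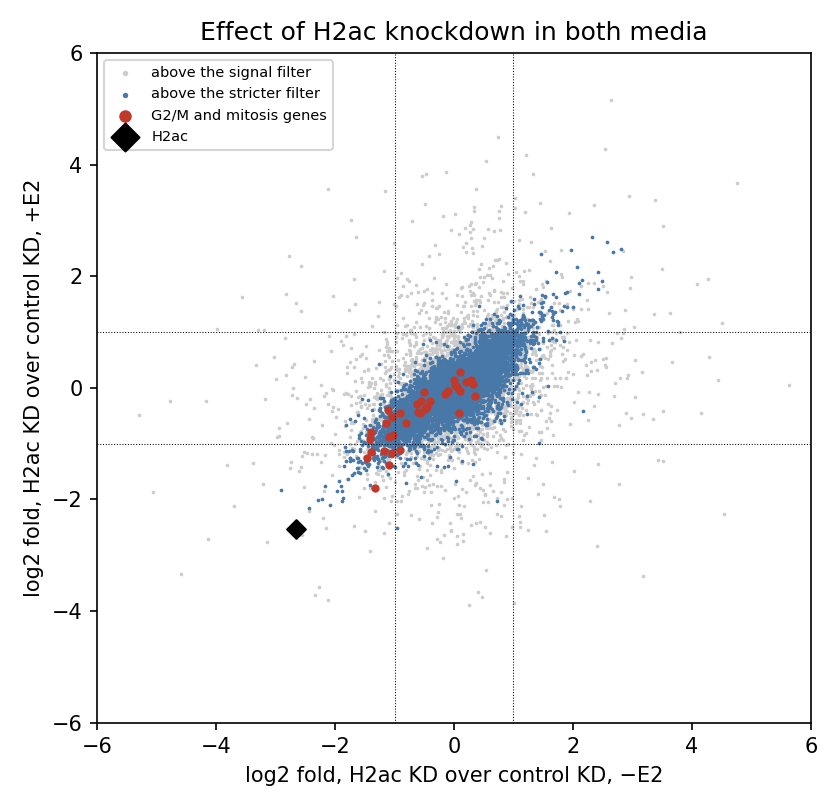
Log2 fold of H2ac KD over control KD without E2 (x axis) and with E2 (y axis), 1 point per gene, from 1 array per condition. Dotted lines mark 2-fold, grey points are genes above the signal filter and blue points those above the 75th percentile. H2ac (diamond) lies at -2.65 and -2.54, and G2/M and mitosis genes (red) have medians of -0.59 and -0.41.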

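In control KD cells, 544 genes were more than 2-fold higher and 450 more than 2-fold lower after 4 h with E2 than without it, of 12758 genes above the signal filter. Of the 544 genes, 134 were more than 2-fold lower in H2ac KD +E2 than in control KD +E2, which is 24.6% (exact binomial 95% interval 21.1 to 28.5, counting error only), and 10 were more than 2-fold higher. In the H2ac KD arrays, which had no part in choosing these genes, their median log2 fold by E2 was 0.36, against 1.45 in the control KD arrays that chose them, and 162 of them were past 2-fold again. The 615 genes more than 2-fold higher with E2 in H2ac KD had a median of 1.63 there and 0.31 in control KD, and 209 of them (34.0%) were more than 2-fold higher and 12 lower in H2ac KD +E2 than in control KD +E2. In H2ac KD cells 519 genes were lower with E2. Under scaling to the poly-A spike-ins, chosen after the data were seen, 597 genes were higher and 183 lower with E2 in H2ac KD. Of 910 genes then higher with E2 in control KD, 604 (66.4%) were lower in H2ac KD +E2. That scaling moved every log2 fold by the siRNA with E2 by -0.83, and 5229 genes in all were more than 2-fold lower. Genes with clear signal that responded to E2, named after their values were seen, included OLFML3, at 51.2 and 1240 in control KD without and with E2 and at 106 and 1423 in H2ac KD. AMIGO2, a cell adhesion gene, read 3182 and 654.5 in control KD and 2311 and 574.6 in H2ac KD.
A list of genes known to be induced by E2 in MCF-7 cells had been fixed beforehand. Of its 49 members above the filter, 28 were more than 2-fold higher with E2 in control KD and none was lower, with a median log2 fold of 1.16. In H2ac KD, 27 of 48 were higher and none was lower, with a median of 1.08, and 23 genes were past 2-fold under both siRNAs. GREB1, a cofactor of ERα, had a log2 fold by E2 of 1.16 in control KD and 1.85 in H2ac KD. EGR3, an early growth response factor, had 3.33 and 4.05, and the cytokine gene IL20 had 2.51 and 2.49. Over the 48 genes, the log2 fold in H2ac KD minus that in control KD had a median of 0.04, smaller in 23 genes and larger in 25. Between H2ac KD +E2 and control KD +E2 the listed genes had a median log2 fold of -0.07, at the 6.62th percentile of 10000 random lists, with 1 gene more than 2-fold lower and none higher. Scaled to the spike-ins, 24 of the 49 were more than 2-fold lower. Their median minus that of all genes was -0.05 there, against -0.10 at the deposited scaling and -0.25 after quantile normalization. At the deposited scaling the lower gene was NPY1R, a neuropeptide Y receptor, at -1.18. RARA, a retinoic acid receptor, was at -0.94, though its probe sets differed. Of the known E2-repressed genes, 6 of 17 were more than 2-fold lower with E2 in control KD and 7 of 16 in H2ac KD. CYP1B1, a cytochrome P450 on that list, was more than 2-fold higher with E2 in H2ac KD, at 1.80. In control KD it also had the highest log2 fold of the list, above 0 and within 2-fold.
The choice of the 544 genes and their fold by the siRNA share the control KD +E2 array, which lowers that fold by chance. With the intensity filter at the 75th percentile, 159 genes were more than 2-fold higher with E2 in control KD, of which 23 (14.5%) were more than 2-fold lower in H2ac KD +E2, and their median log2 fold by E2 was 1.37 in control KD and 1.00 in H2ac KD.

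**Figure D2:**
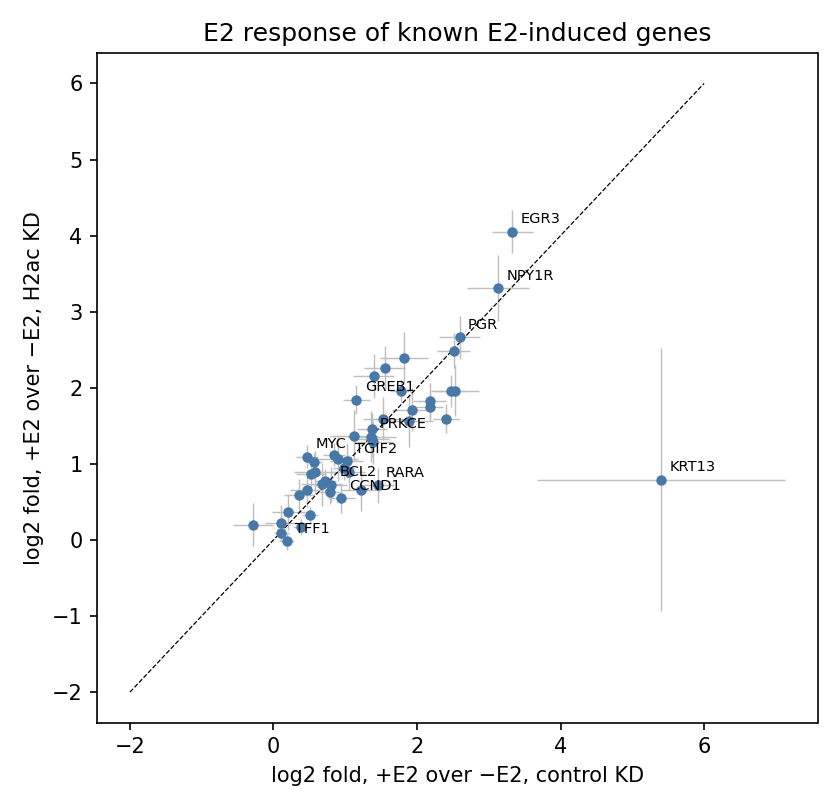
Log2 fold of +E2 over −E2 in control KD (x axis) and in H2ac KD (y axis) for 48 known E2-induced genes, from 1 array per condition. Bars are 1 SD of a log2 fold at that signal and the dashed line marks equal folds. The medians are 1.14 and 1.08, and KRT13, far to the right, read 1.8 in control KD −E2.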

Notably, 100 of the 195 known genes upregulated by E2 (51%) were downregulated by the depletion of H2ac (Figure 3A). 

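The arrays held probe sets for the anti-apoptotic gene BCL2, the transcription factor c-MYC (MYC), the progesterone receptor PR (PGR) and the cyclin D1 gene CCND1, none of which differed by 2-fold between H2ac KD +E2 and control KD +E2 at the scaling of the deposited values. BCL2 read 1175 in control KD −E2, 2045 in control KD +E2, 794 in H2ac KD −E2 and 1314 in H2ac KD +E2. Its log2 fold by H2ac siRNA with E2 was -0.64, with an SD of 0.23 at that signal, and its log2 fold by E2 was 0.80 in control KD and 0.73 in H2ac KD. A second BCL2 probe set, of lower signal, gave -0.72 for the siRNA with E2, and the other BCL2 probe sets lay near background. PGR read 272, 1640, 157 and 996 in the same order of conditions. Its log2 fold by the siRNA with E2 was -0.72 (SD 0.28), and by E2 it was 2.59 in control KD and 2.66 in H2ac KD. The other PGR probe set gave -0.59 for the siRNA with E2. MYC, with 1 probe set, read 9647, 13342, 7670 and 16363. Its log2 fold by the siRNA was 0.29 with E2 (SD 0.15) and -0.33 without E2, and by E2 it was 0.47 in control KD and 1.09 in H2ac KD. CCND1 read 3053, 5873, 3329 and 4860, with a log2 fold by the siRNA of -0.27 with E2 (SD 0.19) and 0.12 without E2. E2 gave CCND1 a log2 fold of 0.94 in control KD and 0.55 in H2ac KD, and its other probe set gave 0.94 and 0.43. Scaling to the poly-A spike-ins, chosen after the data were seen, lowers every fold by the siRNA with E2, to -1.46 for BCL2, -1.55 for PGR, -1.10 for CCND1 and -0.53 for MYC, so that BCL2, PGR and CCND1 are then more than 2-fold lower and the direction of MYC turns. From the overlap in Figure 3A the paper states that H2ac depletion lowered genes upregulated by E2, and it took these ERα target genes on to RT-qPCR.

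**Figure D3:**
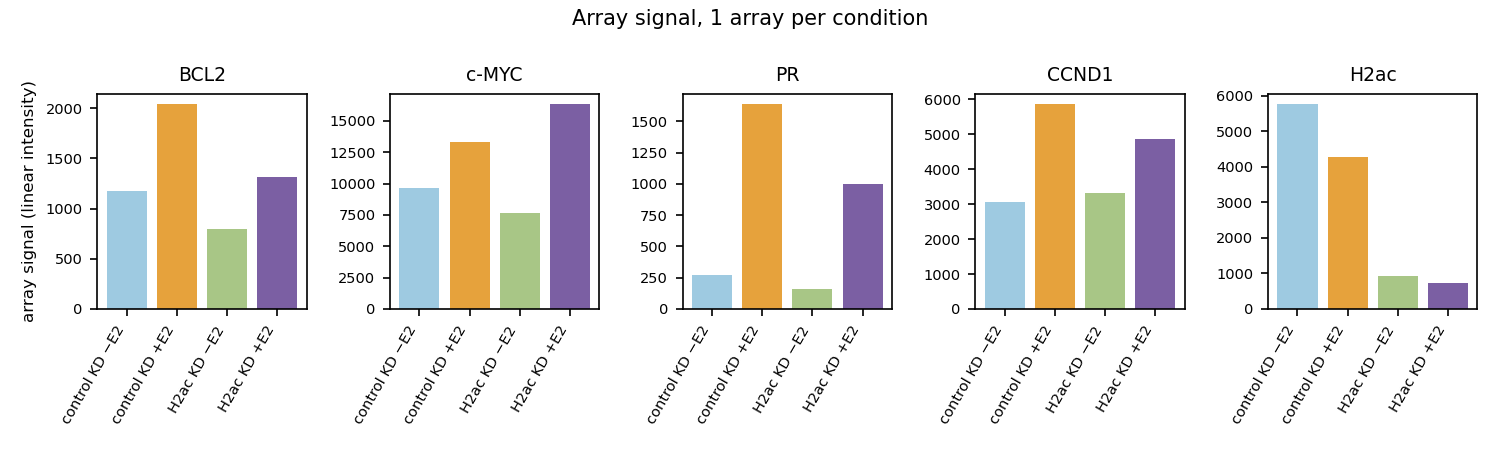
Array signal (linear intensity, axes from 0) of BCL2, c-MYC, PR, CCND1 and H2ac in the 4 conditions, 1 array each, so no error bars are drawn. H2ac is at 4284 in control KD +E2 and 739 in H2ac KD +E2, PR is at 1640 in control KD +E2 and 996 in H2ac KD +E2, and c-MYC at 13342 and 16363.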

We then confirmed the results of microarray analysis for four ERα target genes, namely *BCL2*, *c-MYC*, *PR* and *CCND1*. As shown in Figure 3B, depletion of H2ac significantly suppressed E2-dependent induction of *BCL2*, *c-MYC*, *PR* and *CCND1* to an extent that their expression levels were similar to those observed in cells grown in estrogen-free medium. To examine whether the changes in expression of *BCL2* and *c-MYC* were due to cell cycle arrest, we performed real-time qPCR and analyzed the expression of *BCL2* as well as *c-MYC* in MCF-7 cells arrested at the G1 phase by treatment with hydroxyurea (HU). Our results showed that the expression of *BCL2* and *c-MYC* remained unchanged even in cell cycle arrested (G1) cells (Figure 3C), clearly suggesting that the downregulation of these genes did not occur as a result of cell cycle arrest.

**Figure 3.**
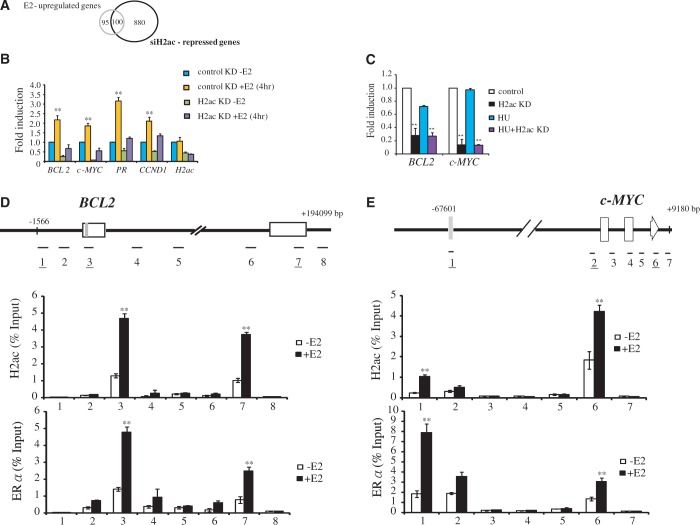
H2ac regulates E2-dependent gene transcription in MCF-7 cells. (**A**) A Venn diagram showing the number of E2 upregulated genes affected by knockdown of H2ac in MCF-7 cells. (**B**) Expression levels of *BCL2*, *c-MYC*, *CCND1*, *PR* and *H2ac* in MCF-7 cells depleted of H2ac using specific siRNA in the absence (−E2) or presence (+E2) of estradiol for 4 h. mRNA expression levels were determined by quantitative RT-PCR and normalized against 18s rRNA (**P < 0.01, *t*-test). (**C**) Expression levels of *BCL2* and *c-MYC* in HU-treated and H2ac-depleted MCF-7 cells. mRNA expression levels were determined by quantitative RT-PCR and normalized against 18s rRNA (**P < 0.01, *t*-test). (**D-E**) Upper panel: Schematic diagram of *BCL2* and *c-MYC* genes showing enhancers (gray bars), exons (open boxes) and primer sets (eight segments in the *BCL2* gene and seven segments in the *c-MYC* gene) used to produce the ChIP amplicons. The numbers of primer pairs covering enhancer, promoter and 3′UTR regions were underlined. Lower panel: Distribution of H2ac and ERα, respectively, in the *BCL2* and *c-MYC* gene. The specific antibodies used in the ChIP experiments were anti-H2ac and anti-ERα. DNA isolated from immunoprecipitated chromatin was subjected to qPCR to amplify the DNA fragments. Data represents mean ± SD for at least two independent experiments (** *P* < 0.01, *t*-test).

To investigate the mechanism by which ERα target genes are regulated, we examined whether H2ac protein is associated with the *BCL2* and *c-MYC* genes by ChIP assay using an antibody directed against H2ac. Further, to determine the transcriptional regulation of *BCL2* and *c-MYC* following ERα activation, ChIP assays were performed at 0 and 30 min after stimulating MCF-7 cells with E2. We divided *BCL2* and *c-MYC* genes and their surrounding sequences into 8 and 7 segments, respectively, and performed ChIP experiments to analyze the presence of H2ac and ERα in these regions in the absence or the presence of E2. As expected, ERα was identified as binding to the ERα binding sites in the enhancer region of *BCL2* and in the distal 67-kb enhancer of *c-MYC* (Figure 3C and D) in E2-stimulated cells (18–20). Unexpectedly, ERα was also found to bind to the 3′-UTR of both genes. The ChIP analysis also revealed that H2ac co-localized with the ERα, bound to the various *BCL2* and *c-MYC* sequences (Figure 3C and D).

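TGIF2, a transcriptional repressor of TGFβ signalling, and PRKCE, the epsilon isoform of protein kinase C, were higher with E2 under both siRNAs. TGIF2 read 888 in control KD −E2, 1799 in control KD +E2, 1023 in H2ac KD −E2 and 2102 in H2ac KD +E2. Its log2 fold by E2 was 1.02 in control KD and 1.04 in H2ac KD, and its log2 fold by H2ac siRNA was 0.22 with E2, within an SD of 0.23. The other TGIF2 probe set gave 1.28 and 0.88 for E2 and -0.0063 for the siRNA with E2. PRKCE read 198, 509.5, 224 and 574 in the same order. Its log2 fold by E2 was 1.36 under both siRNAs, and its log2 fold by H2ac siRNA with E2 was 0.17, within an SD of 0.34. Scaled to the poly-A spike-ins, chosen after the data were seen, the log2 fold by the siRNA with E2 was -0.60 for TGIF2 and -0.65 for PRKCE. The remaining PRKCE probe sets read at most 144 on any array, and the median over all PRKCE probe sets gave a log2 fold by E2 of 0.28 in control KD and -0.49 in H2ac KD.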

To demonstrate the specificity of gene expression regulation by H2ac, we tested two ER-induced genes, *TGIF2* and *PRKCE*, which the microarray data suggested were not affected by H2ac knockdown. Quantitative PCR analysis confirmed that the expression of these two ER-induced genes was not affected by H2ac depletion. Further, ChIP analysis showed that H2ac was not recruited to the promoters or the 3′-UTR regions of these two genes in E2-stimulated MCF-7 cells (Supplementary Figure S3A and B). These results suggested that H2ac was able to bind to and regulate only a subset of ERα-target genes.

### H2ac is required for ERα recruitment and its co-localization with the *BCL2* and *c-MYC* genes

To establish the order in which H2ac and ERα were recruited to the enhancers and 3′-UTRs of the *BCL2* and *c-MYC* genes, we performed ChIP analysis at 0, 10, 15, 30 and 45 min following E2 stimulation. These ChIP time course experiments, carried out after E2 treatment, revealed that the H2ac and ERα proteins were recruited rapidly to the enhancers and 3′-UTRs of the *BCL2* and *c-MYC* genes (Figure 4A and B). Additionally, a weakened H2ac association with *BCL2* and *c-MYC* observed 45 min after E2 treatment was found to correlate with attenuated ERα binding. To examine whether ERα and H2ac were present within the same multi-protein complex at various sites of these genes, we stimulated the cells with E2 for 45 min and performed ChIP/Re-ChIP experiments; this was accomplished by performing a first immunoprecipitation using H2ac antibody, followed by a second immunoprecipitation with ERα antibody. This method isolated DNA–protein complexes containing both ERα and H2ac. As shown in Figure 4C, H2ac and ERα were found to be present together at the ERα binding sites and at the 3′-UTRs of *BCL2* and *c-MYC* genes in an E2-dependent manner.

**Figure 4.**
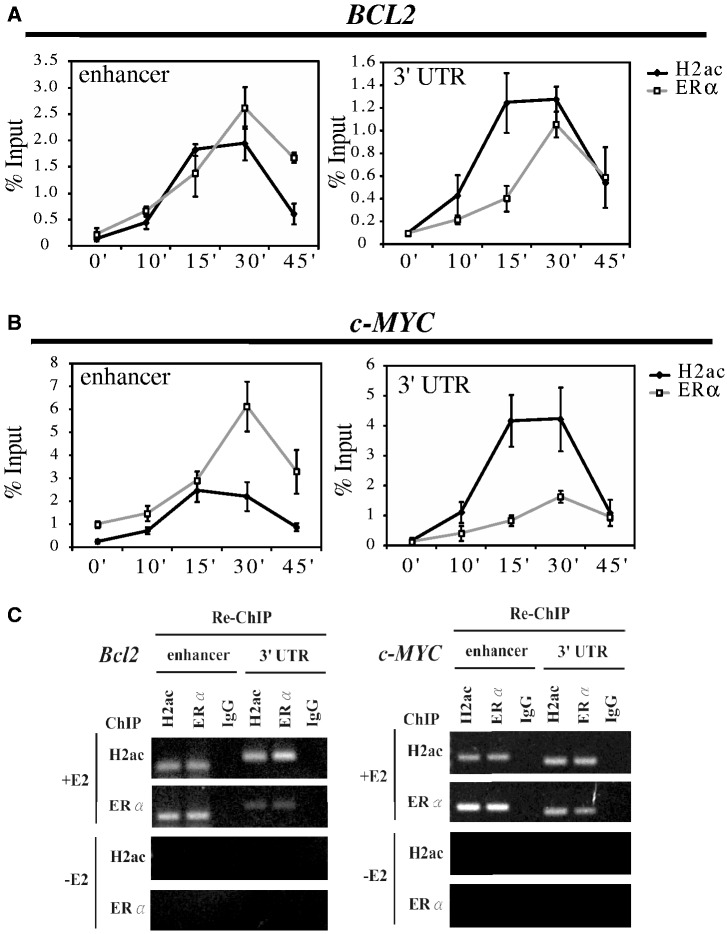
Recruitment kinetics of H2ac and ERα whereby H2ac co-localizes with ERα at the *BCL2* and *c-MYC* loci after E2 treatment of MCF-7 cells. (**A, B**) Kinetic ChIP experiments were performed using H2ac and ERα specified antibodies. After 2 h treatment with 2.5 μM α-amanitin, the cells were washed and placed in medium supplemented with 2.5% dextran/charcoal-treated FBS that included 10 nM estradiol (E2) to carry out the kinetic ChIP assay of H2ac and ERα. All ChIP were performed using a single chromatin preparation for each time point. (**C**) Re-ChIP assay of H2ac and ERα recruited to the promoter and 3′UTR regions of *BCL2* and *c-MYC*. Chromatin was prepared from MCF-7 cells treated for 30 min with 10 nM estradiol (E2) and this was then subjected to the ChIP procedure using the antibodies shown on the left side; the second immunoprecipitation was carried out using the antibodies shown at the top of the image.

To clarify whether it was H2ac that recruited ERα to the binding sites or vice versa, we analyzed ER binding to the target sites following depletion of H2ac (Figure 5A). Depletion of H2ac abolished recruitment of ERα as well as that of RNA polymerase II (RNA Pol II) to *BCL2* and *c-MYC* chromatin (Figure 5B and C) in E2-treated cells. It has been shown that ERα is acetylated by p300 acetylase to enhance ligand-dependent activity and p300 co-localization at ERα-binding regions (21,22). We examined whether H2ac was required for the recruitment of p300 to the ERα binding sites. Depletion of H2ac abolished the recruitment of both p300 and ERα to the *BCL2* and *c-MYC* chromatin in E2-treated cells (Figure 5D). These findings suggested that H2ac is essential for the recruitment of ERα and its cofactor, p300, to their target genes, and that this association is needed for the transcriptional regulation of a number of ERα target genes.

**Figure 5.**
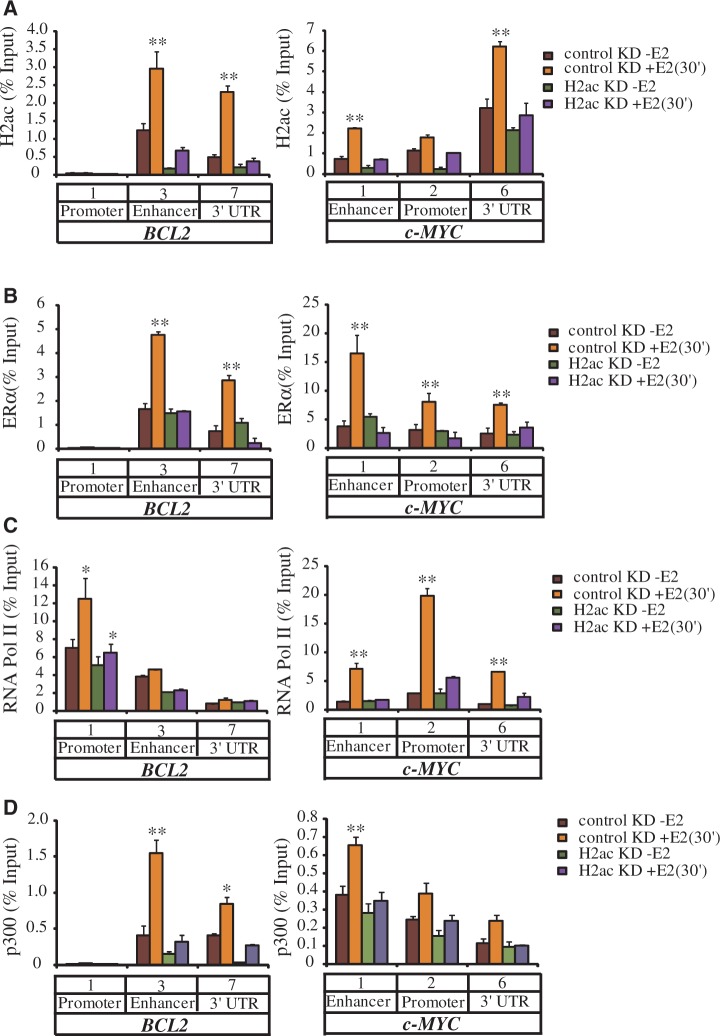
H2ac is required for the recruitment of ERα. (**A–D**) ChIP assays showing the effect of H2ac depletion on the occupancy of H2ac, ERα, p300 and RNA Pol II at the *BCL2* and *c-MYC* genes in the absence (−E2) or presence (+E2) of estradiol for 30 min. Data represent mean ± SD of at least three independent experiments (*P < 0.05; **P < 0.01, *t*-test).

### H2ac forms a protein complex with ERα and controls the expression of various E2-induced genes

We investigated whether H2ac binds directly to ERα. To this end, we transfected MCF-7 cells with HA-tagged H2ac and FLAG-tagged ERα, and examined their association by performing immunoprecipitation followed by immunoblotting. Our results confirmed the binding of H2ac to ERα (Figure 6A). Additionally, HA-H2ac directly interacted and formed a complex with endogenous ERα in the E2-treated cells (Figure 6B). To determine whether the interaction between H2ac and ERα depended on the binding of ERα to DNA, we performed co-IP experiments using a truncated ERα that lacked the DNA binding domain. Our results showed that H2ac was able to associate with the truncated form of ERα lacking the DNA-binding domain (Figure 6C). Furthermore, overexpression of the truncated form of ERα interfered with the H2ac-mediated induction of *BCL2* and *C-MYC* gene expression in E2-treated MCF-7 cells (Figure 6D). ChIP assays also revealed that, in E2-treated MCF-7 cells overexpressing the truncated form of ERα lacking the DNA binding domain, the levels of H2ac in *BCL2* and *c-MYC* chromatin were significantly lower (Figure 6E). These findings suggested that the DNA-binding domain of ERα is important for the binding of ERα–H2ac complex to the genes.

**Figure 6.**
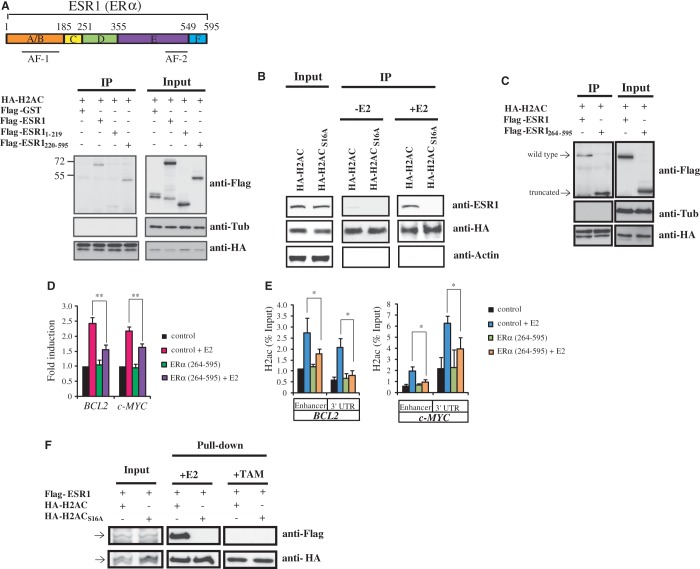
H2ac forms a complex with ERα to control the *BCL2* and *c-MYC* genes. (**A**) Schematic representation of the ERα functional domains. Immunoprecipitation analysis of the functional domains of ERα that interact with H2ac. Interactions between an *in vivo* transcribed and translated H2ac HA construct and ERα (ESR1) fragment Flag constructs were assayed by immunoblotting. (**B**) Co-IP analysis of how H2ac or the H2ac mutant interacts with endogenous ERα in the presence or absence of E2. (**C**) Co-IP analysis of how H2ac interacts with the truncated ERα_(264-595)_ that lacks a DNA binding domain. (**D**) Quantitative RT-PCR of the *BCL2* and *c-MYC* genes in control MCF-7 cells and in MCF-7 cells that are overexpressing the truncated ERα in the absence (−E2) or presence (+E2) of estradiol. The relative expression levels normalized against 18s rRNA are displayed (*n* = 3, mean ± S.D.) (**P < 0.01, *t*-test). (**E**) ChIP assays showing the effect of the truncated ERα on the occupancy of H2ac at the *BCL2* and *c-MYC* genes in the absence (−E2) or presence (+E2) of estradiol in MCF-7 cells. Data represent mean ± SD (*P < 0.05, *t*-test). (**F**) *In vitro* pull-down analysis of how ERα interacts with wild type or mutant of H2ac in the presence of E2 or TAM.

To demonstrate that ERα and H2ac formed a complex in the absence of DNA, we synthesized the proteins by *in vitro* transcription–translation and analyzed their E2-induced association by pull-down assay. Our results unambiguously established that H2ac directly interacted with ERα in the absence of DNA (Figure 6F). Taken together, these results clearly suggested that H2a formed a complex with ERα in E2-treated MCF-7 cells, and that this complex binds to a series of target sites involved in regulating gene expression.

### The H2ac–ERα complex controls the transcription of various estrogen-induced genes by forcing the formation of a chromatin loop between regulatory sites

Because H2ac and ERα demonstrated binding activity to both the enhancer region and the 3′-UTR of regulated genes, we hypothesized that the two regulatory elements may interact via a chromatin loop formed through protein–protein association. An analysis of the *in vivo* chromatin conformation of these regions using the chromatin conformation capture technique (16) confirmed this expectation (Figure 7A and B). Further, knockdown of H2ac abolished the association between the enhancer, promoter and 3′-UTR of *BCL2* and *c-MYC*, an observation that supported the hypothesis that the chromatin looping of these genes is dependent on the presence of H2ac. To further understand the role of H2ac in the formation of a chromatin loop, we performed a ChIP-3C assay using extracts from control and E2-treated MCF-7 cells. Products of ligation containing the ERα binding site and 3′-UTR could be detected in E2-stimulated cells, but not in vehicle-treated and H2ac-depleted MCF-7 cells. This supported the possibility that H2ac mediates association of chromatin between the ERα binding sites and 3′-UTRs of *BCL2* and *c-MYC* (Figure 7C), likely by forcing the formation of a double chromatin loop.

**Figure 7.**
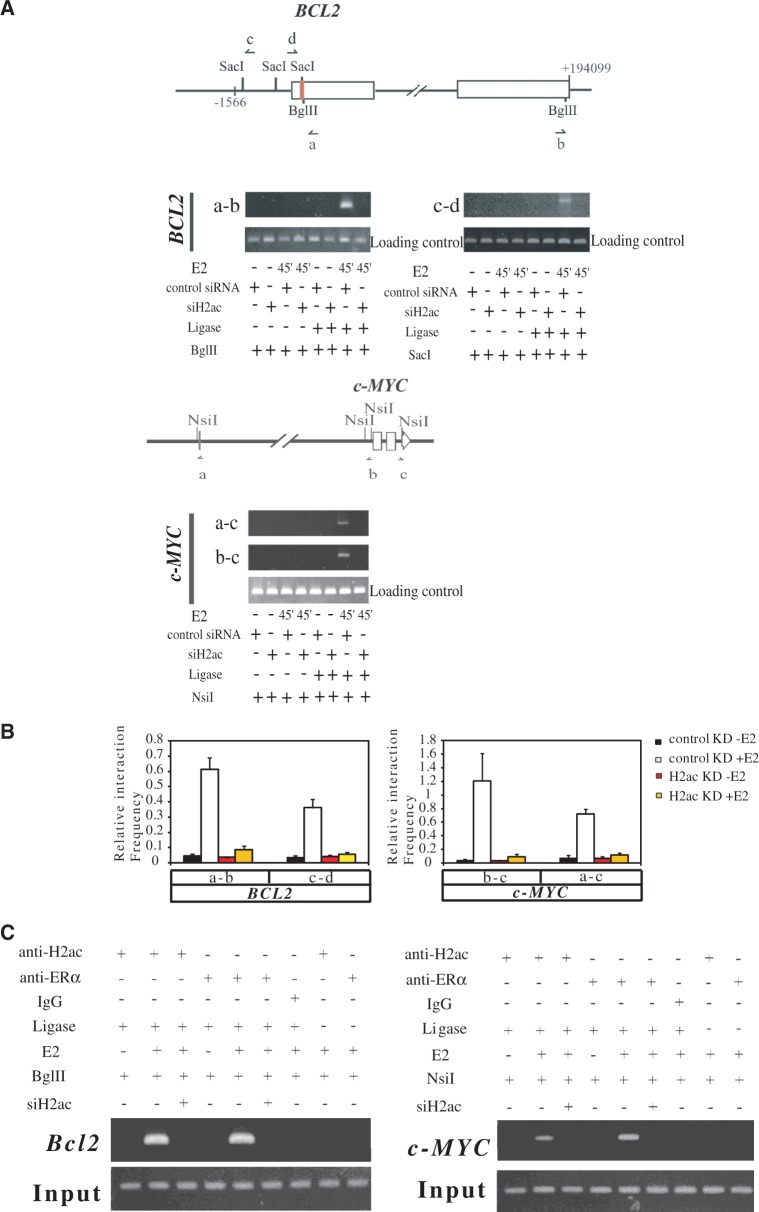
H2ac is required for the recruitment of ERα via loop formation. (**A**) Upper panel: Schematic diagram of the *BCL2* and c-MYC genes showing the coding region (open boxes), and enhancers (red bars).The restriction sites and the orientation of the 3C primers (arrows) for PCRs in 3C experiments are shown. Lower panel: 3C assays showing the presence in MCF-7 cells of the specific 3C products from the *BCL2* gene and from the *c-MYC* gene under conditions with or without H2ac knockdown. The experiments involved formaldehyde (CH_2_O) cross-linking and ligation of the samples in absence or presence of estradiol for 45 min. The loading control primers are shown in Supplementary Table S3. (**B**) Quantitative histograms of the 3C assays. Relative cross-linking frequencies are shown for the different ligation products that were quantified using primer pairs targeting the promoters, enhancers and 3′UTRs of *BCL2* and *c-MYC*. These were compared with a control primer pair and carried out under conditions with or without H2ac knockdown in absence or presence of estradiol for 45 min. Data represent mean ± SD of at least three independent experiments. (**C**) ChIP-3C analysis of the enhancer-3′UTR association of *BCL2* and of *c-MYC*. ChIP-3C assays were performed using H2ac and ERα specified antibodies to immunoprecipitate cross-linked chromatin from MCF-7 cells treated with E2 or either vehicle for 45 min; the products were then digested with Bgl II or Nsi I, followed by a ligation reaction in the presence or absence of DNA ligase. a–b primer pair for *BCL2* and a–c primer pair for *c-MYC*. The enhancer region of BCL2 was used as an input control.

Treatment of cells with ICI 182580 leads to rapid degradation of ERα by the ubiquitin/proteasome pathway (23,24). To determine the role of ERα in chromatin looping, we stimulated cells with E2 following incubation with ICI 182580 and performed 3C assays to detect the interaction between the 3′-UTRs and enhancers of *BCL2* as well as *c-MYC*. Treatment of cells with ICI 182580 downregulated both *BCL2* and *c-MYC* expression (Figure 8A) and inhibited chromatin loop formation (Figure 8B). Similar results were obtained using TAM, which acts by competing with estradiol (E2) for binding to ERα. TAM binding is known to induce conformational changes in ERα that blocks the interaction of ERα with a number of coactivators, including AIB1, p300 and CBP (Figure 8B) (22). Our findings supported the hypothesis that ERα mediates association of chromatin between the ERα binding site and 3′-UTR (Figure 7C).

**Figure 8.**
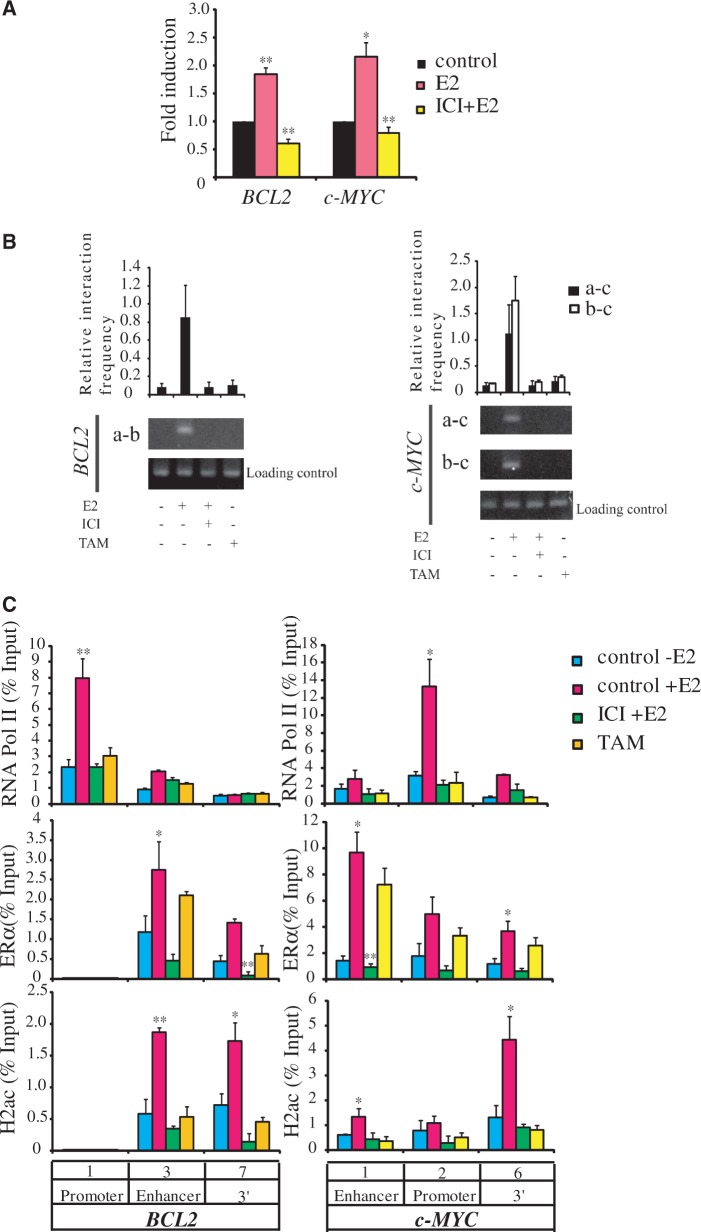
H2ac and ERα cooperate to regulate E2-dependent genes by loop formation. (**A**) Expression levels of *BCL2* and *c-MYC* in MCF7 cells that has undergone inhibition of ERα by ICI, and carried out in the absence (−E2) or presence (+E2) of estradiol for 4 h. mRNA expression levels were determined by qRT-PCR and normalized against the expression level of 18s rRNA (*P < 0.05; **P < 0.01, *t*-test). (**B**) Quantitative histogram and gel panels of 3C assays showing the presence of the specific 3C products from the *BCL2* and *c-MYC* genes with or without ICI or TAM treatment. (**C**) ChIP analysis of RNA Pol II, ERα and H2ac recruitment before and after treatment with E2 or TAM for 30 min at the *BCL2* and *c-MYC* loci of MCF-7 cells (*P < 0.05; **P < 0.01, *t*-test).

To clarify whether ERα was required for the E2-induced recruitment of H2ac to the *BCL2* and *c-MYC* chromatin, we examined the recruitment of H2ac and ERα to the enhancer and 3′-UTR regions following treatment with the ERα antagonists ICI 182580 or TAM. As expected, estradiol treatment induced recruitment of ERα together with H2ac to the enhancer regions of *BCL2* and *c-MYC*. Preincubation of MCF-7 cells with ICI 182580 abolished E2-induced recruitment of both ERα and H2ac. Further, ICI 182580 and TAM also interfered with the recruitment of RNA Polymerase II to the *BCL2* and *c-MYC* chromatin (Figure 8C). Because TAM binding affects the AF-2 domain of ERα, the above results suggested that H2ac binding to ERα depended on E2 signaling via the AF-2 domain. H2ac was found to bind to amino acids 220–595 and 264–595 of the C-terminal fragments of ERα containing the AF-2 domain, but not to the N-terminal fragment (Figure 6A and C). Results of the pull-down assay also showed that the presence of TAM abolished H2ac interaction with ERα (Figure 6F). These results indicated that the recruitment of ERα and H2ac to target genes was dependent on E2 signaling through AF-2 domain.

### The HAR domain of H2ac regulates ERα recruitment through H3K9 demethylation

Because there are 11 isotypes of H2A in the human genome, we wondered why H2ac, in particular, was involved in gene regulation through its interaction with ERα. Zheng *et al.* (25) reported that H2A in yeast contains a HAR domain that is involved in cross talk between histones H2A and H3 to regulate gene transcription. Examination of H2A isotypes showed that only H2ac and H2aa (Hist1H2AA) harbored this domain, and that H2aa is silenced in MCF-7 cells (Figure 2A). Therefore, we examined whether this domain was involved in the gene regulatory functions of H2ac. We mutated amino acid residue 16 in the HAR domain of H2ac, changing it from serine to alanine. Overexpression of this mutant in MCF-7 cells prevented the E2-induced upregulation of *BCL2* and *C-MYC* gene expression (Figure 9A). The mutant also prevented the recruitment of ERα to its target sites (Figure 9B) and inhibited the formation of chromatin loops (Figure 9C). Results of immunoprecipitation and *in vitro* pull-down assays also showed weak binding of this mutant to ERα as compared with the wild-type protein (Figure 6B, F and 9D). We also tested whether the other HAR domain mutants were abolished to interact with ERα. As shown in Supplementary Figure S4, all the HAR mutants of H2ac were abolished to interact with ERα.

**Figure 9.**
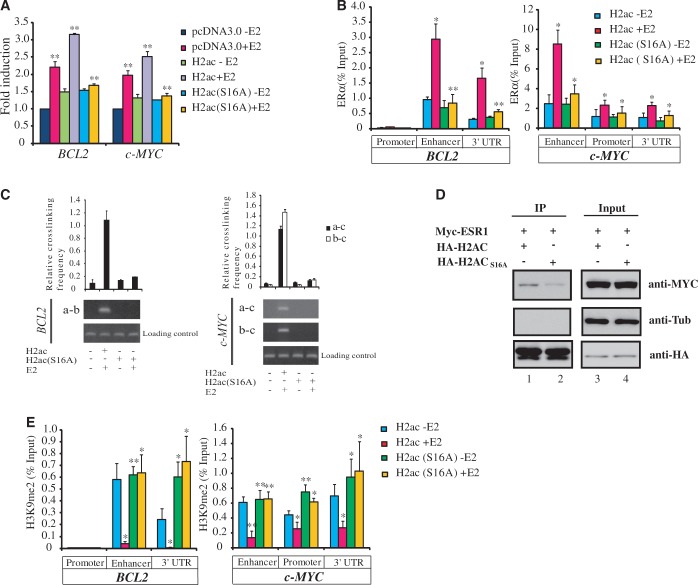
The HAR domain of H2ac regulates ERα recruitment via H3K9 demethylation. (**A**) Quantitative RT-PCR of the *BCL2* and *c-MYC* genes in control MCF-7 cells and in MCF-7 cells overexpressing mutant H2ac (S16A) in the absence (−E2) or presence (+E2) of estradiol. Relative expression levels normalized against 18s rRNA are displayed (*n* = 3, mean ± S.D.) (**P < 0.01, *t*-test). (**B**) ChIP assays showing the effect of the H2ac mutation on the occupancy in MCF-7 cells of ERα at the *BCL2* and *c-MYC* genes in the absence (−E2) or presence (+E2) of estradiol. Data represent mean ± SD for at least three independent experiments (*P < 0.05; **P < 0.01, *t*-test). (**C**) Quantitative histogram and gel panels showing 3C assays that indicate the presence in MCF-7 cells of the specific 3C products of the *BCL2* and *c-MYC* genes under conditions where there is wild type or mutant H2ac present; these experiments were carried out in the absence or presence of estradiol. (**D**) Diminished interaction of ERα with the mutant H2ac (S16A). Cells were transfected with different combinations of the pCMV-based expression plasmids. Whole-cell extracts from the transfected cells were immunoprecipitated (IP) with anti-HA agarose, and then analyzed by immunoblotting (lanes 1, 2); they were probed with anti-myc, anti-tubulin or anti-HA, antibodies as indicated on the right of the panels. In addition, 10% of the whole-cell extracts used for the individual IP reactions were also loaded as the ‘Input’ controls and probed with the same antibodies (lanes 3, 4). (**E**) ChIP analysis of histone H3K9me2 associated with the *BCL2* and *c-MYC* genes using MCF-7 cell overexpressing the H2A mutant. Data represent mean ± SD from at least three independent experiments (*P < 0.05; **P < 0.01, *t*-test).

Perillo *et al.* (26) showed that H3K9me2 is involved in ERα-mediated transcription. Since HAR domains have been shown to interact with H3, we examined whether H2ac mediated ERα-dependent changes in gene transcription via changes in the cellular levels of H3K9me2. We found that, in cells overexpressing wild-type H2ac, global levels of heterochromatic H3K9me2 was significantly reduced following E2 treatment, whereas these levels were not significantly affected in cells overexpressing the HAR domain mutant (Supplementary Figure S5). Specifically, ChIP assays revealed that, following E2 treatment, the levels of H3K9me2 in *BCL2* and *c-MYC* chromatin were significantly reduced in MCF-7 cells, whereas its levels were not significantly altered in cells overexpressing the HAR mutant (Figure 9E). These results suggested that H2ac activated transcription downstream of ERα activation by recruiting ERα to its target genes, as well as by suppressing H3K9me2 modification. Because LSD1 relieves histone repression by demethylation of histone H3 at lysine 9 (H3K9) (27,28), we examined whether LSD1 is involved in the H2ac-mediated regulation of gene expression. LSD1 knockdown led to attenuated *BCL2* and *c-MYC* expression in E2-stimulated cells (Supplementary Figure S6B). Further, ChIP analysis showed that, in E2-treated H2ac-overexpressing cells, LSD1 was recruited to ERα enhancer binding sites (Supplementary Figure S6A). Overexpression of H2ac HAR-domain mutant suppressed the binding of LSD1 at the ERα enhancer binding sites of E2-treated cells.

## DISCUSSION

In this report, we showed that H2ac acts as a novel mediator of transcription and is essential for the E2-dependent gene transcription and regulation of *BCL2* and *c-MYC* gene expression. At least in the case of *BCL2* and *c-MYC,* H2ac carries out this role by recruiting ERα to form activated chromatin loop structures. We further showed that H2ac directly interacts with ERα to modulate the transcription of ERα-regulated genes. This regulation of gene expression involves interaction between the gene's promoter, enhancer and 3′-UTR. Because depletion of H2ac leads to a severe defect in the E2-dependent signaling pathway and cell cycle arrest at G0/G1 phase, our findings identify H2ac as a novel mediator of tumorigenesis. Therefore, H2ac may be a useful target for developing new and improved therapeutics.

Estrogen signaling by ERα is a dynamic and complex process that requires the functioning of multiple coactivators, chromatin remodelers and corepressors during the phase of gene transcription (29,30). The dynamic assembly and dissolution of complexes following ERα activation and deactivation turns the expression of ERα target genes ‘on’ and ‘off’, respectively. The estrogen-induced rapid recruitment of ERα, H2A.Z, JMJD3 and p300 to the ERα binding sites of E2-dependent genes occurs within 30 min of the addition of estrogen (11,20,22,31). In our work, we have shown that H2ac rapidly co-localizes with ERα and p300 at the ERα binding sites of *BCL2* and *c-MYC* within 30 min of E2 treatment. Unexpectedly, H2ac and ERα were also found to bind to the 3′-UTRs of both genes. Recent genome-wide analysis of ERα binding sites have identified long-distance gene regulation by the ERα (19,32). These studies concluded that the majority of ERα binding sites are located >5 kb away from the transcriptional start site of E2-regulated genes (18,19,32), and that the regulation by ERα often involves interaction between multiple ER binding sites that are located far apart via formation of loops (33–35). Here, we showed that H2ac performs the critical task of recruiting ERα and p300 to the ERα binding sites, resulting in the formation of long-distance chromatin loops between various regulatory sites. Furthermore, we showed that the 3′-UTRs also participate in this process via the formation of double chromatin loops. Because treatment with the ER antagonists ICI or TAM also blocked the recruitment of H2ac to *BCL2* and *c-MYC* chromatin regions, we conclude that ERα and H2ac cooperate to critically regulate E2-dependent gene transcription. H2ac forms a complex with ERα through the AF-2 domain of ERα; this region is important for the recruitment of a number of regulatory factors, including p300, SRC-1 and GRIP1, to ERα target genes (22,36).

To study the role of the HAR domain of H2A in the modification of other histones and in gene transcription, Zheng *et al*. (25) constructed several mutants of the HAR domain of H2A from *Saccharomyces cerevisiae*. However, these mutants were screened only for histone modifications using bulk chromatin. Whether these HAR domain mutants affected transcription via the recruitment of regulatory factors remains unknown. Here, we showed that a mutation at serine 16 of the HAR domain of H2ac interfered with the transcriptional regulation of the ERα target genes, *BCL2* and *c-MYC*, by suppressing the interaction between ERα and H2ac. We also showed that cellular H3K9me2 levels affected H2ac-mediated ERα activation via the HAR domain. H3K9me2 is a repressive epigenetic modification that appears to be the most abundant heterochromatic modification, and has recently been reported to cover large domains in differentiated cells (27,37). Interestingly, overexpressing wild-type H2ac after E2-treatment reduced the global levels of H3K9me2, whereas the mutant form of HAR domain does not. Therefore, the HAR domain of H2ac influences methylation of H3K9 in E2-treated breast cancer cells. Perillo *et al*. (26) showed that demethylation of H3K9me2 is involved in ERα-mediated transcription, and that this process involved activation of the resident LSD1 histone demethylase. LSD1 regulates the activation of the *BCL2* gene via the formation of a chromatin loop structure between the enhancer and the proximal promoter regions (26). We found that the HAR domain mutant interfered with the recruitment of LSD1 to the enhancers of *BCL2* and *c-MYC*, and depletion of LSD1 resulted in the inactivation of both genes. Further, we showed that H2ac is associated with LSD1 *in vivo*. Taken together, our findings suggest that H2ac activates genes through the recruitment of the H3K9 demethylase, LSD1, and that the HAR domain of H2ac plays a key role in this process.

Past studies have shown that incorporation of histones into promoter nucleosome control gene expression in response to appropriate physiological signals (11,38,39). We demonstrated that H2ac interacts with the truncated ERα lacking the DNA binding domain, and that H2ac and ERα directly interacted in response to E2 stimulation. In our H2ac mutant experiment, immunoprecipitation analysis also showed that the binding of the mutant to ERα is greatly diminished. These results demonstrated that H2ac directly interacts with activated ERα in a DNA-independent manner. Further, truncated ERα lacking the DNA binding domain competed with wild-type ERα for binding to H2ac and interfered with E2-dependent gene activation. Compared with E2-stimulated MCF-7 cells, reduced levels of H2ac were found to be associated with *BCL2* and *c-MYC* chromatin in E2-treated cells overexpressing the truncated form of ERα. These results clearly suggested that the DNA-binding domain of ERα is important for binding of the ERα–H2a complex to various genes.

A recent report showed that H2ac was overexpressed in CD19+ B cells and bladder epithelial cells from healthy individuals when compared with cancer cells, and that knockdown of H2ac led to increased proliferation of 293TN and U2OS cells (40). In contrast, our results demonstrated that H2ac is overexpressed in ERα+ breast cancer samples, and that E2 upregulates *BCL2* mRNA expression via long-range communication between distal regulatory elements and proximal promoter regions through the E2-dependent formation of H2ac–ERα signaling complexes. Depletion of H2ac in MCF-7 cells suppressed the E2-dependent expression of *BCL2* and inhibited E2-stimulated cell proliferation. A number of genes involved in tumorigenesis have been shown to act as either oncogenes or tumor suppressor genes, depending on the cellular context (41). For instance, transforming growth factor beta-1 has been known to act, in a context-dependent manner (42), as an oncogene (43,44) or a tumor suppressor (45). It is likely that, H2ac may also play dual roles in tumorigenesis.

In conclusion, we demonstrated for the first time that H2ac, a histone that contains the HAR domain, acts as a master regulator of E2-dependent gene expression in ERα+ breast cancer cells. This histone cooperates with ERα to activate target genes by recruiting specific activators that mediate interaction between the promoter, the enhancer and the 3′-UTR of the target gene. To our knowledge, this is the first report of a housekeeping histone serving as a critical regulator of gene transcription. Our findings indicate the possibility that other histones may also be involved in the regulation of transcriptional programs in a cell type-specific and context-dependent manner. The upregulation of oncogenes by H2ac via the recruitment of activators is a new mechanism of tumorigenesis. This pathway may be a useful target for the discovery and development of new anticancer agents.

## SUPPLEMENTARY DATA

Supplementary Data are available at NAR Online.

## FUNDING

Funding for open access charge: Ministry of Education, Aim for the Top University Plan.

*Conflict of interest statement*. None declared.

## Supplementary Material

Supplementary Data

# Supplementary material for: An H2A histone isotype regulates estrogen receptor target genes by mediating enhancer-promoter-3′-UTR interactions in breast cancer cells
**Source:** Nucleic Acids Res. 2013 Dec 25;42(5):3073–88. doi: 10.1093/nar/gkt1341
**Supplement:** Supplementary Data

An H2A histone isotype regulates estrogen receptor target genes by mediating enhancer-promoter-3′-UTR interactions in breast cancer cells — Supplementary Data 

# An H2A histone isotype regulates estrogen receptor target genes by mediating enhancer-promoter-3′-UTR interactions in breast cancer cells

## Supplementary Data

files

**Files in this Data Supplement:**

- Supplementary Data - pdf file

# Supplementary material for: An H2A histone isotype regulates estrogen receptor target genes by mediating enhancer-promoter-3′-UTR interactions in breast cancer cells
**Source:** Nucleic Acids Res. 2013 Dec 25;42(5):3073–88. doi: 10.1093/nar/gkt1341
**Supplement:** Supplementary Data

## Supplementary Figures

### Supplementary Figure S1

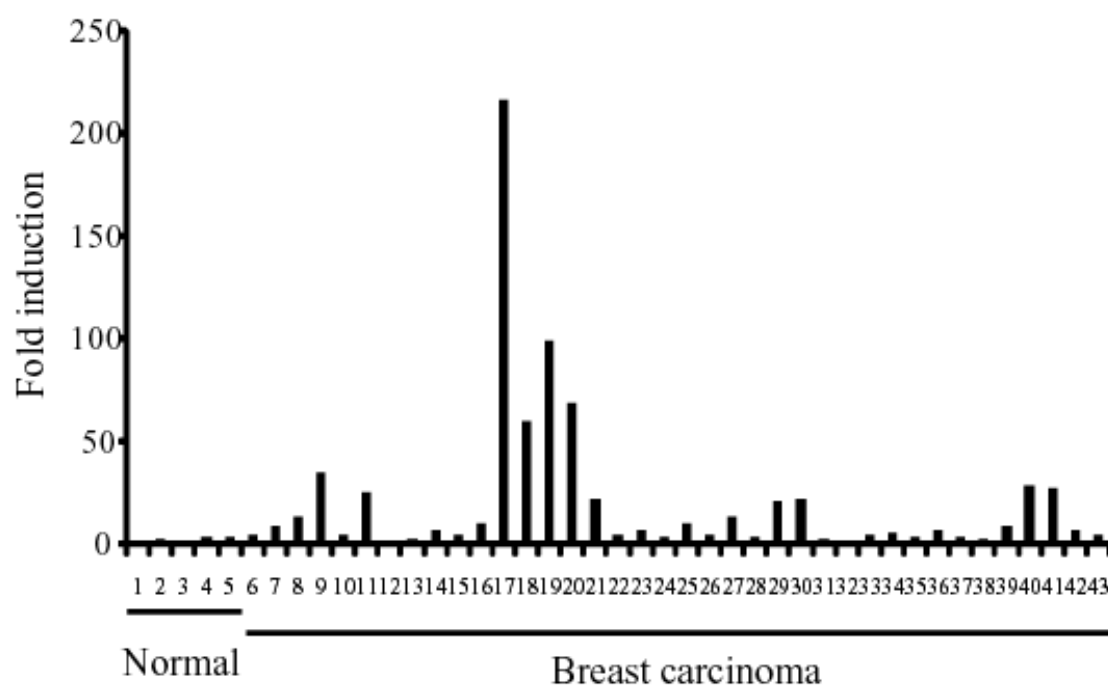

**Supplementary Figure S1.** Quantitative RT-PCR of *H2ac* in 38 breast carcinoma cDNA samples and 5 normal breast tissues. (Human Breast cancer panel samples from ORIGENE)

## Supplementary Figure S2

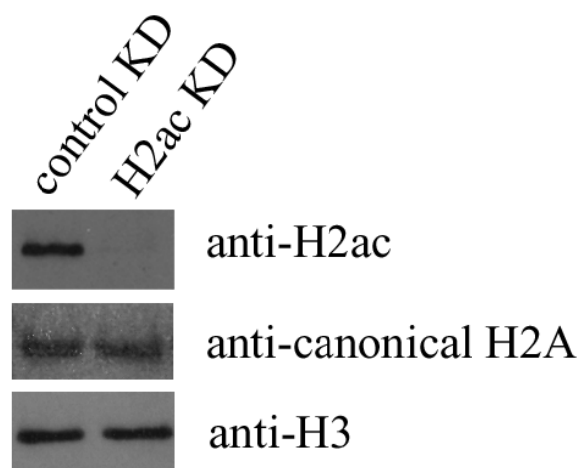

**Supplementary Figure S2.** Western blotting of histone extracts prepared from MCF-7 depleted of H2ac or control Knockdown cells using the antibodies shown in the right panel.

## Supplementary Figure S3

**A**

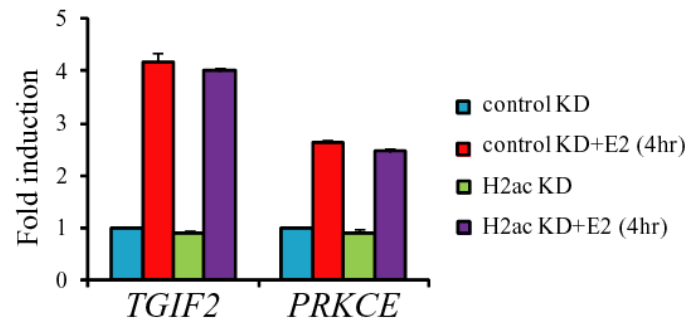

**B**

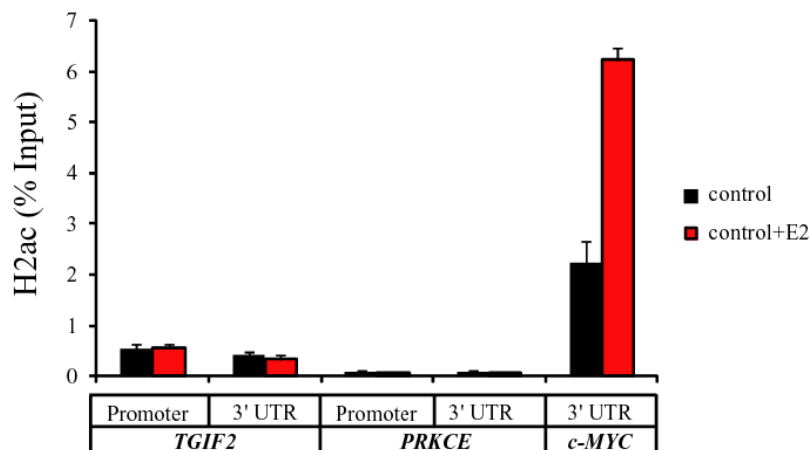

**Supplementary Figure S3.** *TGIF2* and *PRKCE* of E2-induced genes in H2ac-independent manner. (A) Expression levels of *TGIF2* and *PRKCE* in MCF-7 cells depleted of H2ac using specific siRNA in the absence (-E2) or presence (+E2) of estradiol for 4 h. mRNA expression levels were determined by Quantitative RT-PCR and normalized against 18s rRNA (\*\*  $p < 0.01$ ,  $t$ -test). (B) ChIP assay showing distribution of H2ac in promoter and 3' UTR regions of *TGIF2* and *PRKCE* genes in the absence (-E2) or presence (+E2) of estradiol for 30 min. The 3' UTR region of *c-MYC* as positive control. Data represents mean $\pm$ S.D.

## Supplementary Figure S4

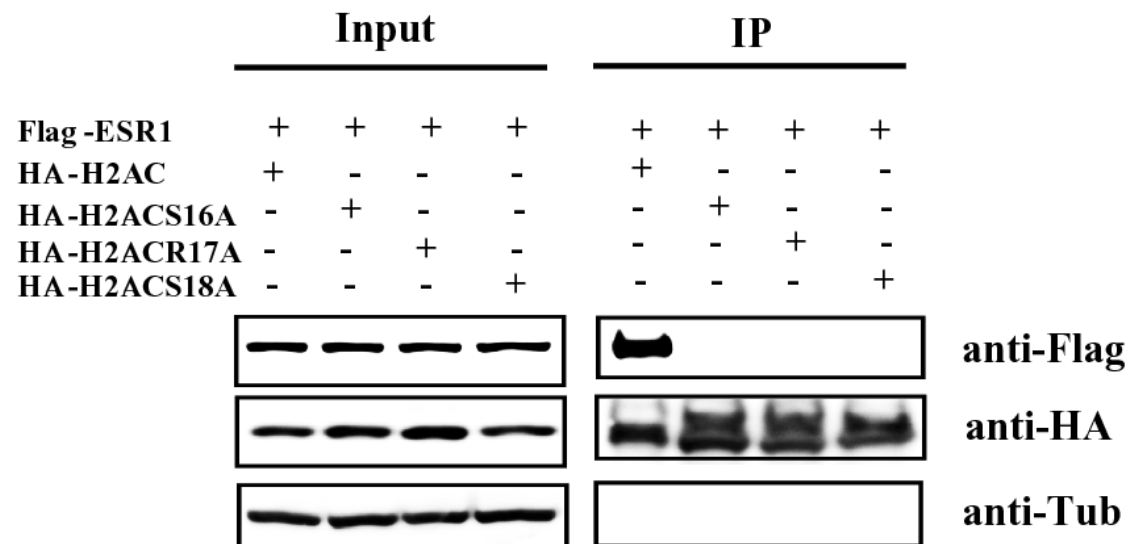

**Supplementary Figure S4.** Diminished interaction of Flag-ER $\alpha$  with the mutant H2AC (S16A, R17A and S18A). Whole-cell extracts from the transfected cells were immunoprecipitated (IP) with anti-HA agarose, and then analyzed by immunoblotting; they were probed with anti-flag, anti-tubulin, or anti-HA, antibodies as indicated on the right of the panels. In addition, 10% of the whole-cell extracts used for the individual IP reactions were also loaded as the “Input” controls and probed with the same antibodies.

## Supplementary Figure S5

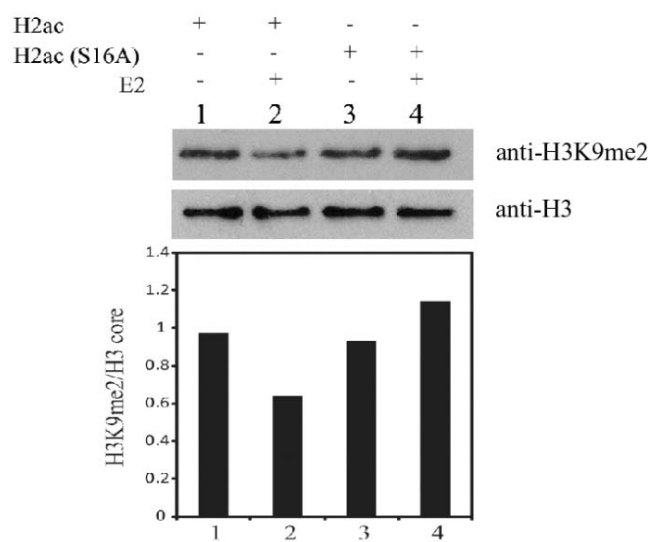

**Supplementary Figure S5.** Western blotting of histone extracts prepared from cells containing the wild-type and mutant proteins using the antibodies shown in the right panel. Histone modification levels were normalized against the amount of histone H3 present. (N=2)

## Supplementary Figure S6

**A**

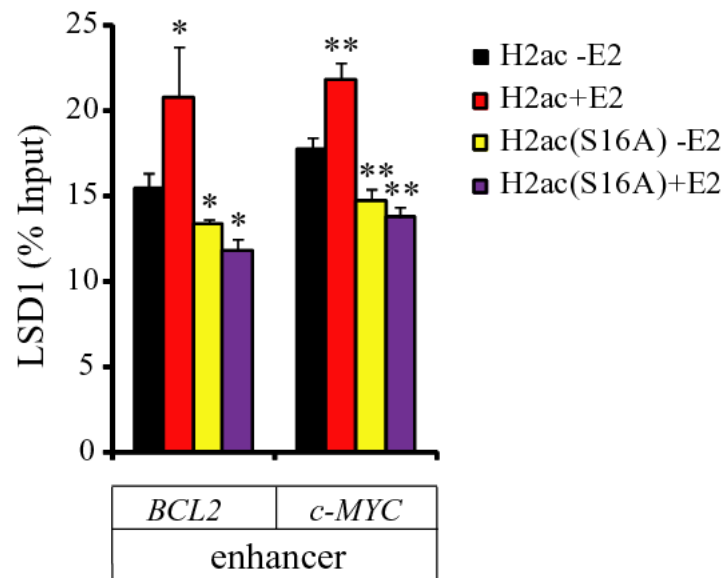

**B**

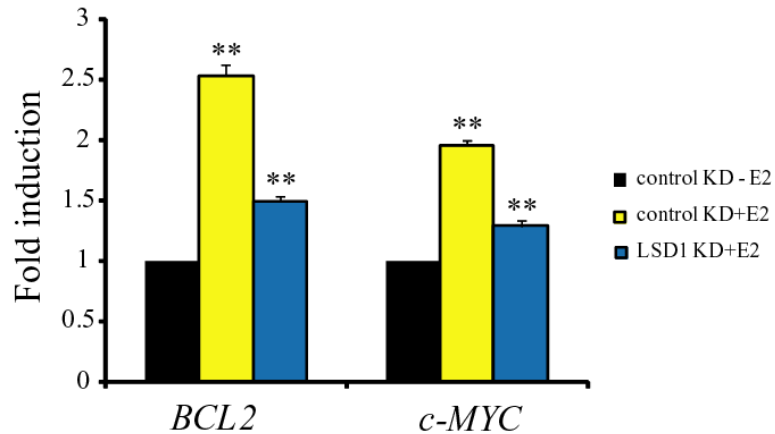

**Supplementary Figure S6.** Transcriptional regulation of E2-induced genes by LSD1. **(A)** ChIP assay showing that LSD1 occupancy at the enhancer of *BCL2* and *c-MYC* in wild type H2ac or H2ac mutant cells in the absence (-E2) or presence (+E2) of estradiol (N = 3, mean  $\pm$  S.D.) (\*  $p < 0.05$  ;\*\*  $p < 0.01$ ,  $t$ -test). **(B)** Quantitative RT-PCR of *BCL2* and *c-MYC* genes in control siRNA treated and LSD1-depleted MCF-7 cells in the absence (-E2) or presence (+E2) of estradiol. A relative expression normalized over 18s rRNA is displayed (\*\*  $p < 0.01$ ,  $t$ -test).

# Supplementary Tables

**Supplementary Table S1.** Primers for qRT-PCR assay

| Gene          | Sequences                        |
|---------------|----------------------------------|
| <i>c-MYC</i>  | 5' TCTTCCCCTACCCTCTCAACGA 3'     |
|               | 5' AGTGGGCTGTGAGGAGGTTTG 3'      |
| <i>BCL2</i>   | 5' TGTGTGGAGAGCGTCAACCG 3'       |
|               | 5' CTTTAGTGAACCTTTTGCATATTTGT 3' |
| <i>PR</i>     | 5' GGGCAATGGAAGGGCAGCAC 3'       |
|               | 5' AACTCTGACTTTATTGAACTTTTT 3'   |
| <i>CCND1</i>  | 5' CCCGATGCCAACCTCCTCAA 3'       |
|               | 5' TCGCACTTCTGTTCCCTCGCA 3'      |
| <i>H2ac</i>   | 5' CCGCTGGTTTTTGGTGATTTTTGTC 3'  |
|               | 5' CGCCTGCCCCAACCCGCTCT 3'       |
| 18s rRNA      | 5'GCCCCGAAGCGTTTACTTTGA 3'       |
|               | 5' TCCATTATTCCTAGCTGCGGTATC 3'   |
| <i>RPS 13</i> | 5' GGACTTGCTCCTGATCTTCCTG 3'     |
|               | 5' CTTATAATATCGAGCCAAACGGTG 3'   |
| H2ab          | 5' CTGCCTAAGAAAAGTGAAGGCC 3'     |
|               | 5' GCTGTTAGGCTGATTTTGTCTGC 3'    |
| H2ad          | 5' GCATCATCCCCGACACCTG 3'        |
|               | 5' TCTCGTTTTACTTGCCCTTGG 3'      |
| H2ah          | 5' CCGTATCATCCCGCGTCACC 3'       |
|               | 5' TTCACAACCTCGCTCCTTATTT 3'     |
| H2ak          | 5' TGGACCGAGGTATGAGTAATGAAC 3'   |
|               | 5' GCTGTTAGGCTGATTTTGTCTGC 3'    |

|       |                                 |
|-------|---------------------------------|
| H2aj  | 5' CCGCGTCACCTCCAGCTGGC 3'      |
|       | 5' CGCTTTTCAACTCGGTCTTTACTTA 3' |
| H2aa  | 5' ATTTGATGCGAGGAGATGTC 3'      |
|       | 5' TCTTTTTTACCAATGACAACCTTA 3'  |
| H2al  | 5' GTTCCTCCATTTATCGTTTCTTCG 3'  |
|       | 5' GGAGACATTATTTGCCTTTGG 3'     |
| H2ag  | 5' CTTTGTGGTTGCTCGTAGTGA 3'     |
|       | 5' TGCCCTTCGCCTTGTGGTG 3'       |
| H2am  | 5' CACTTTCTGACTTAGGCCACAGGTC 3' |
|       | 5' GCCCTTACTTGCCCTTAGCTTT 3'    |
| H2ae  | 5' ACAGCAGAAGAACTAACAATCCA 3'   |
|       | 5' TTGGTTTCTGGGACTCGGGA 3'      |
| PRKCE | 5' AGTCAGCACCCACCTCCCC 3'       |
|       | 5' ATCCTCTTCTCTGTTCATTGTGC 3'   |
| TGIF2 | 5' GCCCAAGGAGTCGGTGAAGAT 3'     |
|       | 5' ATGGAGCACACAGACAGGGAGA 3'    |

**Supplementary Table S2.** Primers for chromatin immunoprecipitation assay

| Gene         |          | Sequences                        |
|--------------|----------|----------------------------------|
| <i>PRKCE</i> | promoter | 5' GTTCTCGTCCCCGCCCCGTC 3'       |
|              |          | 5' CTAACGGAAAACAGGGAGGGG 3'      |
|              | 3'UTR    | 5' GCTGTTCTTCTGTGTTCTCTCATTAT 3' |
|              |          | 5' GAAATAACACTAATGAATGGCAAGAG 3' |
| <i>TGIF2</i> | promoter | 5' GTCGTAACAAGCGTCTCCATCAG 3'    |
|              |          | 5' CGCTCGGGGGCAGGAAGTG 3'        |
|              | 3'UTR    | 5' GACGACAGCCTTTAGTTTTTCCT 3'    |
|              |          | 5' CAGAGGGAGGCAACACAGAG 3'       |

|              |          |                                   |
|--------------|----------|-----------------------------------|
| <i>c-MYC</i> | promoter | 5' GCCCTTTCCCCAGCCTTAGC 3'        |
|              |          | 5' ACCATTTTCTTTTGCTCCCT 3'        |
|              | 3'UTR    | 5' CGAGGAGAATGTCAAGAGGCG 3'       |
|              |          | 5' AATCGTTTTCTTACTTTTCCT 3'       |
|              | enhancer | 5' GCCAGACAAAATGACAGCCA 3'        |
|              |          | 5' TCAGGTAGGAAGGTTTATTGGATG 3'    |
|              | 1        | 5' GCCAGACAAAATGACAGCCA 3'        |
|              |          | 5' TCAGGTAGGAAGGTTTATTGGATG 3'    |
|              | 2        | 5' GCCCTTTCCCCAGCCTTAGC 3'        |
|              |          | 5' ACCATTTTCTTTTGCTCCCT 3'        |
|              | 3        | 5' AGACGCTGGATTTTTTTCGG 3'        |
|              |          | 5' ACCCCCCACCCCAGCCCCAG 3'        |
|              | 4        | 5' GCTGCTGCCCACCCGCCC 3'          |
|              |          | 5'GATGATGATGTTTTTGATGAAGGTC 3'    |
|              | 5        | 5' TAATGAACTATCTACAAAAATGAGGGGC3' |
|              |          | 5' CAAGAGGGCGGGGGAAGGAAT 3'       |
|              | 6        | 5' CGAGGAGAATGTCAAGAGGCG 3'       |
|              |          | 5' AATCGTTTTCTTACTTTTCCT 3'       |
|              | 7        | 5' GGGGTGGGAAAGGAGAGAGC 3'        |
|              |          | 5'TTTAGTAGAGACAGGATTTCGCCA3'      |
| <i>BCL2</i>  | 1        | 5' GCTCAGAGGAGGGCTCTTT 3'         |
|              |          | 5' TGCCTGTCCTCTTACTTCATTCT 3'     |
|              | 2        | 5' GTCTGGGAATCGATCTGGAA 3'        |
|              |          | 5' GCAACGATCCCATCAATCTT 3'        |
|              | 3        | 5' CACCTGTGGTCCACCTGAC 3'         |
|              |          | 5' CTGAAGAGCTCCTCCACCAC 3'        |

|  |          |                               |
|--|----------|-------------------------------|
|  | 4        | 5' CGCTGCCCCGCTTTCTTTCTG 3'   |
|  |          | 5'GCTGTGACTTCCCTGGCCGT 3'     |
|  | 5        | 5' GGTTAGGGTGACTTTTTTGAGGC 3' |
|  |          | 5' GGGGGATAGAGGAAGGGAGA 3'    |
|  | 6        | 5' TCGCCCACATCCATAAACCGT 3'   |
|  |          | 5' TCGTCACCGTTTATGCTGCT 3'    |
|  | 7        | 5' ATCAGAGAAAAACAGGAAAGGCT 3' |
|  |          | 5' TCCCTCCCACCCCTCCAACA 3'    |
|  | 8        | 5' AACTCCATCCTGTATCTCTCCTGA3' |
|  |          | 5' ATGAGCCAACACACCCAGCC 3'    |
|  | promoter | 5' GCTCAGAGGAGGGCTCTTT 3'     |
|  |          | 5' TGCCTGTCCTCTTACTTCATTCT 3' |
|  | 3'UTR    | 5' ATCAGAGAAAAACAGGAAAGGCT 3' |
|  |          | 5' TCCCTCCCACCCCTCCAACA 3'    |
|  | enhancer | 5' CACCTGTGGTCCACCTGAC 3'     |
|  |          | 5' CTGAAGAGCTCCTCCACCAC 3'    |

**Supplementary Table S3.** Primers for 3C assay

| Gene         | Sequences                     |
|--------------|-------------------------------|
| <i>c-MYC</i> | 5' GAAGGCCCCAGGTAAGAAGGAAT 3' |
|              | 5' CAACCTCCCTCTCGCCCTAGCC 3'  |
|              | 5' AGGAAAAGTAAGGAAAACGATT 3'  |
| <i>BCL2</i>  | 5' CCCCCCTGGACCCCCTCTTC 3'    |
|              | 5' TCTTATTCTGTGGTGTCTTTTGC 3' |
|              | 5' CATTTACCACCACATCCTAC 3'    |
|              | 5' CACCTGTGGTCCACCTGAC 3'     |

|                         |                                      |
|-------------------------|--------------------------------------|
| <i>c-MYC</i><br>(Input) | 5' GAGGAGAATGTCAAGAGGCGA 3'          |
|                         | 5' AATCGTTTTCTTACTTTTCCT 3'          |
| <i>BCL2</i><br>(Input)  | 5' CATTTTTTTCTCCTCTTCTTTTTTTCATTA 3' |
|                         | 5' ATGTTCTTCTCCTTTTGGGGCTTTTTTTA 3'  |

How the deposited data were processed for this re-analysis (not part of the article)

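Gene expression was measured in MCF-7 cells with control or H2ac siRNA for 72 h, without E2 or with 10 nM E2 for 4 h, on 4 Affymetrix Human U133 plus arrays, 1 per condition. The authors deposited linear signal intensities, on which the means trimmed by 2% at each end were nearly equal between arrays. The methods refer to the manual of the array kit for the expression analysis; the software, the background correction and the scaling target are not given in the sources used here. Conditions were taken from the sample labels, and the doses and times from the labels and the methods.

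The intensities were put on the log2 scale with no further normalization. In the platform annotation 41097 probe sets, among them 6 controls for human genes, were paired with 1 gene symbol and 1801 with several, and 11721 of the probe sets other than controls had none; only the first kind was used to name genes. Symbols of 41043 probe sets were updated through the gene ID with RefSeq gene names of GRCh38.p14. Gene length, where used, was that of the genomic span with introns and not of the transcript. Each gene was represented by its probe set with the highest mean signal. A gene entered a contrast when the higher of its compared values was at or above 72.1, the 50th percentile of all intensities. Folds above 2 were counted for H2ac KD over control KD with and without E2 and for E2 over no E2 under each siRNA. With 1 array per condition, no test was made on these contrasts. Counts and folds are descriptions of these arrays.

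The median log2 fold of each gene list was set against 10000 random lists of equal size matched on mean signal in 20 bins, which describes these arrays and is not a test across replicates. The lists, 517 gene names in all, of which 455 have a probe set of 1 gene, were fixed before the data were examined. They cover known E2-induced and E2-repressed genes, G1/S, G2/M and cell cycle exit genes, histone genes, ER cofactors, MYC and p53 targets, apoptosis, interferon, ER stress, lipid synthesis, hypoxia and immediate early genes, markers of luminal, basal, fibroblast and leukocyte cells, and housekeeping genes. Chance variation was estimated from the interaction of siRNA and E2 by bins of signal. The SD given is a robust one, from the median absolute deviation, and an SD that counts outlying genes in full could be larger. Shares have exact binomial 95% intervals, which cover counting error only.

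The average effect of H2ac siRNA over both media was fitted with limma 3.58.1 in R 4.3.3, with E2 as an additive factor, which leaves 1 residual degree of freedom per gene, and Benjamini-Hochberg adjusted p-values under 0.05 were counted. The calls past 2-fold, the overlaps, the list percentiles and the limma fit were tested on simulated data; the scalings, the choice of probe sets and the removal of the length trend were not. At the 50th percentile filter, for H2ac KD with E2 and 13351 genes, 91 of 100 genes simulated with a log2 change of 1.5 and 100 of 100 with 2.5 were past 2-fold. The limma fit over 14377 simulated genes called 0 of 100 genes with a log2 change of 2.5, and at the 75th percentile filter, over 8230 genes, it called 100 of 100.

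The genes named in the text are from the 10 largest rises and falls of each contrast and of both media together, the genes named in the paper, and up to 4 members of each list with the largest change, with exceptions where the text needs them. As most genes of the first kind lay near background, genes above the 75th percentile filter were named in addition, after their values were seen, from the 15 largest changes in each direction. Alternatives were centring of the arrays on their medians, quantile normalization, no filter and a filter at the 75th percentile, the median of all probe sets of a gene, only probe sets without a cross-hybridisation suffix, counting of probe sets, a pseudocount of 32 and a threshold of 1.5-fold. Scaling to the poly-A spike-ins, alone and with the known E2-induced genes, the limma fit at the 75th percentile filter, and the removal of the trend with gene length, taken as medians of 50 bins of length, from the folds of gene lists were added after the data were seen. Calculations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures matplotlib 3.10.9.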

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

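The tests on hybridisation controls, on spike-in amounts and on the 3′ to 5′ ratio were chosen after the results were seen; the test of gene length was set before its result was seen.

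The poly-A spike-ins, which the paper does not report on, read higher in H2ac KD. Their median was 1.85-fold higher in H2ac KD with E2 and 1.85-fold higher without E2, and each of the 24 probe sets was higher in both contrasts. With E2 a difference in brightness of the whole array does not account for this. The hybridisation controls, added after labelling, had a median log2 fold of -0.0044, against 0.88 for the spike-ins. Without E2 they were higher too, by 0.49 against 0.89, so that brightness stays open there. For E2 in control KD the hybridisation controls were higher by 0.41 and the spike-ins had a median of -0.06. Between those 2 single arrays the spike-ins thus did not follow the hybridisation controls. Fewer polyadenylated transcripts per amount of RNA in H2ac KD cells, or more spike-in added to these samples, may each account for the 0.88; they cannot be told apart because the input amounts are not recorded and both arrays of an siRNA could have been prepared together.

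The paper does not report the genes that differed in both media: 209 genes were higher and 234 lower in H2ac KD both with and without E2, H2ac among the lower ones, above the numbers for independent lists; scaled to the spike-ins, chosen after the data were seen, they were 20 and 3520. Folds by the siRNA followed gene length, with Spearman's rho across genes of -0.28 with E2 and -0.35 without E2, against -0.15 and 0.05 for E2 in control KD and in H2ac KD; genes are not independent replicates. Once the trend with gene length was removed, 132 of the 234 lower and 151 of the 209 higher genes were still past 2-fold in both media, 63.9% of them, which lies between the bounds set for and against length as the cause, so length bias stays open for part of them. RNA quality stays open too: the log2 ratio of 3′ to 5′ STAT1 probe sets was higher by 0.56 in H2ac KD with E2, while those of ACTB and GAPDH, near the top of the intensity scale, differed by less than 0.1. An effect of the siRNA, through H2ac or through other transcripts, was not separated from these, as 1 H2ac siRNA condition was compared with 1 control.

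Above the 75th percentile filter, ACTN4 and NECTIN1 were the genes with E2 responses past 2-fold in opposite directions under the 2 siRNAs; the difference was not tested, as each value rests on single arrays. The log2 fold of ACTN4, an actin-binding protein, was 1.36 in control KD and -1.05 in H2ac KD. The log2 fold of NECTIN1, a cell adhesion molecule, was 1.58 and -1.17.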

How the results depend on the processing

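The scaling to poly-A spike-ins, alone or with the known E2-induced genes, and the limma fit with the 75th percentile filter were chosen after the data were seen. By replicate number, no paired analysis was possible because each condition has 1 array; the additive limma fit below pairs the arrays by medium. With 1 array per condition no array could be left out. H2ac was lower in H2ac KD under every setting that gave it a value; it has no probe set without suffix, so that setting gave none, and the counts, shares and medians given in the text stayed within 1.5 times or within their spread when arrays were centred on their medians. The counts depend on how near background a gene may lie, and the SD of a log2 fold at mean log2 signals from 5 to 6 was 1.01. For the movements below, the cause was not tested.

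Without a filter there were 2462 higher and 2084 lower genes for H2ac KD with E2, 2627 and 2359 without E2, 765 and 608 in both media, 2105 and 1929 for E2 in control KD and 2113 and 1994 for E2 in H2ac KD; the share of E2-upregulated genes lower in H2ac KD +E2 was 35.8% and their median log2 fold by E2 in H2ac KD 0.081. At the 75th percentile filter, which keeps fewer genes, there were 163 higher and 237 lower genes for H2ac KD with E2, 283 and 432 without E2, 100 and 128 in both media, 159 and 55 for E2 in control KD and 101 and 58 for E2 in H2ac KD; the share was 14.5% and the median 1.00. With probe sets counted, there were 1864 higher and 2538 lower genes for H2ac KD with E2, 2067 and 2908 without E2, 405 and 807 in both media, 1444 and 1179 for E2 in control KD and 1664 and 1512 for E2 in H2ac KD, and the share was 31.9%. With a threshold of 1.5-fold, there were 2012 higher and 1935 lower genes for H2ac KD with E2, 2482 and 2523 without E2, 952 and 1064 in both media, 1242 and 1177 for E2 in control KD and 1295 and 1200 for E2 in H2ac KD; the share was 34.5% and the median 0.23. With a pseudocount of 32, 519 genes were higher in H2ac KD with E2, 153 were lower in both media, 360 were higher and 257 lower by E2 in control KD, and 393 and 298 in H2ac KD; the share was 17.2% and the median 0.59. Only probe sets without suffix gave a median of 0.31.

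Scaled to the poly-A spike-ins, the log2 fold of every gene by H2ac siRNA moved by -0.83 with E2 and by -0.92 without E2, so that genes above 0 by less than that turned. The median log2 fold of all genes moved from 0.03 to -0.84 with E2 and from 0.05 to -0.92 without E2, and there were 154 higher and 5229 lower genes for H2ac KD with E2, 112 and 6057 without E2, 20 and 3520 in both media, 910 and 569 for E2 in control KD and 597 and 183 for E2 in H2ac KD. The share became 66.4%, the median log2 fold of the known E2-induced genes in H2ac KD with E2 -0.89, and the log2 fold of H2ac -3.36 with E2 and -3.58 without E2. The list median of the known E2-induced genes was -0.17 after quantile normalization and -0.26 with the median of all probe sets of a gene. The share of E2-upregulated genes lower in H2ac KD was 5.88% without E2 and 2.04% of the known E2-induced genes with E2, or 49.0% of them when scaled to the spike-ins. The additive limma fit called 0 genes higher and 0 lower, with 3297 of 13793 genes at an unadjusted p under 0.05, and 1818 higher and 1889 lower of 8502 at the 75th percentile filter. Its error is the interaction of siRNA and E2, not variation between replicate cultures. The prior degrees of freedom, drawn from the variance of all genes, were 1.98 at the lower filter and 53.7 at the higher, so these calls are not replicated effects. With the median of all probe sets, the log2 fold by E2 of TP53INP1 in control KD was 1.23 and that of PRKCE in H2ac KD -0.49, and with probe sets without suffix that of RARA in control KD was -1.60, each opposite in sign to the main value.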

Differences from the paper's values

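The paper's text gives 191 genes upregulated more than 2-fold after H2ac knockdown; 801 were found here with E2. Of the alternatives set before the data were examined, the filter at the 75th percentile gave 163, within 1.5 times of the paper's number, and the others did not come within it, from 519 with a pseudocount of 32 to 2462 without a filter; the contrast without E2 gave 903. The paper's number of downregulated genes is 1734; 665 were found here with E2 and 939 without E2. No filter gave 2084, counting of probe sets 2538 and a 1.5-fold threshold 1935, which are within 1.5 times of it, while centring on the medians, quantile normalization, the 75th percentile filter, the other choices of probe sets and the pseudocount were not. None of these settings came within 1.5 times of both of the paper's numbers. Scaling to the poly-A spike-ins, chosen after seeing the values, gave 154 higher and 5229 lower genes, within 1.5 times of the first number and not of the second. The paper's text gives no full list of called genes, and the few genes it names from its array results are compared below. Figure 3A sets the genes repressed by H2ac siRNA at about 980, read by eye as the sum of its parts, which differs from the number in the paper's text and lies within 1.5 times of the 665 found here.

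The paper's number of known genes upregulated by E2 is 195, and it states no threshold for them; 544 were past 2-fold here in control KD. The filter at the 75th percentile gave 159, within 1.5 times, and the other alternatives ranged from 360 to 2105. The paper gives 51% of these genes as downregulated by H2ac depletion. The share here was 24.6%, over genes past 2-fold by E2 on the control KD arrays, counted when more than 2-fold lower. The paper's text does not list its 195 genes and states no threshold for their fall. The sets and thresholds may therefore differ, and a close share does not show that the same genes were counted. No filter gave 35.8% and a 1.5-fold threshold 34.5%, which are within 1.5 times of the paper's value, and so was the 66.4% under scaling to the poly-A spike-ins, chosen after seeing the values. The other choices of scaling, filter, probe sets and pseudocount gave between 14.5% and 31.9%, and the list of known E2-induced genes gave 2.04%, or 49.0% when scaled to the spike-ins, a combination chosen after seeing the values and within 1.5 times of the paper's. Spike-in scaling moved every log2 fold by the siRNA with E2 by -0.83, and 5229 genes in all were then more than 2-fold lower. Both spike-in shares hold this common shift. The list's median minus that of all genes was -0.05 there, -0.10 at the deposited scaling and -0.25 after quantile normalization.

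In direction, the paper presents BCL2, c-MYC, PR and CCND1 as genes whose lower expression after H2ac depletion was seen on the arrays. Figure 3B shows by RT-qPCR that their levels with E2 return to those of estrogen-free cells. That RT-qPCR was normalized to ribosomal RNA, whereas the arrays were scaled to the same mean intensity. A fall in most transcripts alike would therefore show in the first measure and not in the second. On the arrays BCL2, PR and CCND1 were lower in H2ac KD +E2 than in control KD +E2, by log2 folds of -0.64, -0.72 and -0.27, while c-MYC was higher, at 0.29. Scaled to the spike-ins all were lower, c-MYC at -0.53 included, so its direction depends on the scaling. All were higher with E2 than without E2 in H2ac KD cells, by log2 folds of 0.73 for BCL2, 1.09 for c-MYC, 2.66 for PR and 0.55 for CCND1. The comparison nearer to that of the paper sets H2ac KD +E2 against control KD −E2. The signals were 1314 against 1175 for BCL2, 16363 against 9647 for c-MYC, 996 against 272 for PR and 4860 against 3053 for CCND1. At the deposited scaling BCL2 thus lay near its estrogen-free level, and the other genes lay above theirs. TGIF2 and PRKCE, which the paper gives, in cautious terms, as not affected by H2ac knockdown on the arrays, were within an SD of no change by the siRNA with E2 at the deposited scaling, and at -0.60 and -0.65 when scaled to the spike-ins.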

Other observations

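In H2ac KD the array signals of most other H2A genes were not lower as that of H2ac was. With E2, the log2 fold of H2AC17 was 0.97, of H2AC8 0.83, of H2AC25 0.63 and of H2AC14 -0.39. The median of 8 replication-dependent H2A genes with E2, H2ac included, was 0.60, at the 99.3th percentile of random lists. Without E2 the median of the 7 above the filter was 0.45, at the 93.5th percentile. Under scaling to the poly-A spike-ins, chosen after the data were seen, the median with E2 was -0.22. H2A genes are near-identical in sequence, and their probe sets can cross-hybridise. H2AJ, a replacement variant, had a log2 fold of 0.92, though its probe set without a cross-hybridisation suffix, of low signal, gave -0.80. The 6 replacement variant genes had a median of 0.28 and the 22 other histone genes 0.27, with 3 higher and 2 lower. After quantile normalization these medians were 0.08 and 0.34. ESR1, which encodes ERα, had a log2 fold by H2ac siRNA with E2 of -0.52 on its brightest probe set and -1.72 on another, and 7 of its 9 probe sets, some of them near background, were more than 2-fold lower with E2 and 1, near background, without E2. With each gene represented by its brightest probe set, the 22 ER and cofactor genes had a median of -0.22 and none was past 2-fold.

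Of 18 luminal epithelial marker genes, 2 were more than 2-fold higher in H2ac KD with E2 and none was lower, with a median log2 fold of 0.34; without E2, 4 were higher and 1 was lower, with a median of 0.70, above all random lists. Scaled to the poly-A spike-ins, these medians were -0.49 and -0.22. With the trend of folds with gene length removed, also chosen after the data were seen, medians with E2 were 0.34 for luminal genes, 0.27 for 7 replication-dependent H2A genes, then at the 87.8th percentile of random lists, 0.13 for replacement variant genes, 0.056 for other histone genes and -0.067 for ER and cofactor genes, and those of apoptosis, immediate early and housekeeping genes turned to -0.080, -0.0066 and -0.085. Other medians with E2, of the genes above the filter, were 0.09 for 27 MYC target genes, 0.06 for 23 p53 target genes, 0.06 for 20 apoptosis genes, -0.014 for 26 interferon response genes, 0.27 for 22 ER stress genes, -0.15 for 19 lipid synthesis genes, 0.17 for 16 hypoxia genes, 0.25 for 15 immediate early genes, 0.24 for 15 known E2-repressed genes and 0.10 for 12 housekeeping genes. After quantile normalization these medians, in the same order, were 0.08, 0.14, 0.09, 0.01, 0.33, -0.03, 0.08, 0.09, 0.35 and -0.03. Markers of other cell types were mostly below the filter, with medians of -0.40 for 7 basal and mesenchymal genes, 0.12 for 3 fibroblast genes and -0.18 for 3 leukocyte genes. By E2, the MYC target genes had medians of 0.23 in control KD and 0.29 in H2ac KD, both above all random lists.

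The tests in the rest of this part were chosen after the results were seen, apart from the simulation of a shared array. The genes chosen as E2-upregulated in control KD had a median log2 fold by E2 of 0.36 in H2ac KD against 1.45 in control KD, and 1.00 against 1.37 at the 75th percentile filter. Failed knockdown of the H2ac transcript does not account for the response that remained, since its log2 fold was -2.54. The arrays cannot show how much H2ac protein was left, which the paper reports as reduced by western blotting. Exchanged E2 labels do not account for the response either, since the known E2-induced genes had a median log2 fold by E2 of 1.08 in H2ac KD and 1.16 in control KD. The lower level of some of these genes in H2ac KD +E2 may come in part from chance values of the control KD +E2 array, on which they were chosen. Among 100 simulated draws with no siRNA effect, a median of 40.7% of E2-upregulated genes were more than 2-fold lower, above the observed 24.6%, but the draws held a median of 1126 such genes and so vary more than the arrays. At the 75th percentile filter the draws held 156 genes with a median of 6.96% lower (95% of draws from 2.72 to 10.6), against the observed 14.5%; with the mean fold of each gene by the siRNA over both media kept in the draws, so that the siRNA acts equally with and without E2, the median was 23.9% (18.7 to 30.5), and at the lower filter 49.1%. At the 75th percentile filter the observed share lay above the draws without an siRNA effect and below those with an equal one. The genes' median log2 fold by E2 in H2ac KD, 1.17 (1.04 to 1.30) in the draws with no siRNA effect, was 1.00 on the arrays. The draws took the mean folds of these arrays, which already hold chance variation, as true and added chance variation again. They therefore cannot place the observed values, and the explanation stays open.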
